# CTLA-4-Ig internalizes CD80 in fibroblast-like synoviocytes from chronic inflammatory arthritis mouse model

**DOI:** 10.1038/s41598-022-20694-7

**Published:** 2022-09-30

**Authors:** Yoko Miura, Shyuntaro Isogai, Shinji Maeda, Satoshi Kanazawa

**Keywords:** Rheumatoid arthritis, Antigen-presenting cells

## Abstract

CD80 interact with CD28 and CTLA-4 on antigen-presenting cells, and function in the co-stimulatory signaling that regulates T cell activity. CTLA-4-Ig is used to treat RA by blocking co-stimulatory signaling. Chronic inflammatory arthritis was induced in D1BC mice using low-dose arthritogenic antigens and treated with CTLA-4-Ig. We performed histopathology of the joints and lymph nodes, serological examination for rheumatoid factors, and flow cytometric analysis of isolated synovial cells, including CD45^−^ FLSs and CD45^+^ synovial macrophages. CTLA-4-Ig treatment ameliorated the chronic inflammatory polyarthritis. There was a decrease in the number of infiltrating lymphoid cells in the joints as well as in the levels of RF-IgG associated with a decrease in the number of B cells in the lymph nodes; more than 15% of CD45^−^ FLSs expressed CD80, and a small number of them expressed PD-L1, indicating the presence of PD-L1/CD80 cis-heterodimers in these cells. CTLA-4-Ig internalized CD80, but not PD-L1, in isolated synovial cells. Gene ontology analysis revealed that CTLA-4-Ig internalization did not significantly alter the expression of inflammation-related genes. The therapeutic effect of CTLA-4-Ig appears to extend beyond the lymph nodes into the inflamed synovial compartment through the synergistic inactivation of T cells by the CD80 and PD-L1 axes.

## Introduction

Rheumatoid arthritis (RA) is a chronic inflammatory condition, that affects the joints and is characterized by pannus formation, and subsequent progressive bone destruction. In patients with RA, an aggressive immune response of T cells results in robust inflammation with the production of immune mediators, such as cytokines. The interaction between T-cell receptors (TCRs) on T cells, and the major histocompatibility complex class II (MHC II) molecules on antigen-presenting cells (APCs) is central to the immune response. However, T-cell activation and inactivation are regulated by the presence of co-stimulatory molecules, consisting of the B7 family proteins CD80 (B7.1) and CD86 (B7.2) on APCs, and CD28 and cytotoxic T-lymphocyte-associated antigen 4 (CTLA-4) on T cells. The binding of CD80 and/or CD86 to CD28 activates T cells^1^. Aberrant expression of CD80 in pancreatic islets causes β-cell destruction in low-dose streptozotocin-induced diabetes, because the ectopic expression of CD80 may activate T cells via CD28^2^. As a negative regulator, CTLA-4 inactivates T cells, and the lack of CTLA-4 results in fatal lymphoproliferative disorders^3^.

CTLA-4-Ig (abatacept) is an immune checkpoint inhibitor that causes immunosuppression by blocking the interaction between T cells and APCs via co-stimulatory signaling^4^. CTLA-4-Ig consists of the human CTLA-4 extracellular domain, which binds to CD80 and CD86, and is fused to the genetically modified Fc region of human IgG1. The Fc region of CTLA-4-Ig has been modified to reduce its potential to induce complement-dependent and antibody-dependent cellular cytotoxicity^5^. CTLA-4-Ig treatment has several biological functions, including the suppression of monocyte migration^6^ and the inhibition of osteoclast differentiation^7^. Persistently activated autoreactive memory B cells have been associated with the development of RA^8^. Administration of CTLA-4-Ig affects the hyperreactive memory B-cell population, resulting in a reduced production of autoantibodies in RA^9–11^. CTLA-4-Ig modulates canonical pathway-related genes, such as those expressing z-chain associated protein 70 (ZAP70), janus kinase 3 (JAK3), phospholipase C, and nuclear factor of activated T cells (NFAT) in T cells^12^. CTLA-4 is internalized by trogocytosis via CTLA-4-dependent trans-endocytosis^13^. In contrast, CTLA-4-Ig internalizes CD86 and CD80 in a dynamin-dependent manner and internalization of CTLA-4-Ig does not activate NF-kB or Akt signaling^14^. However, this process may be associated with the suppression of RA-related biomarker responses, such as rheumatoid factor-IgG (RF-IgG)^15^. Immunohistochemical analysis in a previous study revealed that CTLA-4-Ig decreased the expression of CD80 in synovial cells^16^. These immunosuppressive functions occur in secondary lymphoid tissues, such as lymph nodes, and may help to improve RA. However, the mechanisms underlying these effects in the pannus are not fully understood. In an ex vivo study using CD4^+^ T cells from the peripheral blood or the synovial fluid mononuclear cells of patients with RA, the activation of the CTLA-4 by CTLA-4-Ig promoted the production of pro-inflammatory cytokines, such as interferon-γ^17^. Recent studies have shown that the cis-programmed death-ligand 1 (PD-L1, CD274)/CD80 heterodimer present on APCs activates CD28 and overcomes negative regulation by the PD-1/PD-L1 axis^18,19^. Blockage by CTLA-4-Ig inhibits the formation of cis-PD-L1/CD80 heterodimers^20^.

Blockage of CTLA-4 by an anti-CTLA-4 antibody inhibits CD28-dependent T-cell activation, and the regulation of these negative co-stimulatory molecules has been used in radical cancer therapy^21–23^. In contrast, blockage of CTLA-4 enhances autoimmune responses in experimental allergic encephalomyelitis^24^. Further, it has been reported that anti-CTLA-4 antibody therapy causes relapse of RA^25,26^. In addition, autoantibodies against CTLA-4 have been detected in systemic autoimmune diseases, including RA^27^. Therefore, the presence of autoimmune disorders is an important risk factor for tumor immunotherapy using anti-CTLA-4 antibodies.

The D1BC transgenic mouse (D1BC: DBA/1, the B7.1 gene is transcribed from the rat collagen type II promoter and enhancer) has been established as an arthritis model expressing murine B7.1 in chondrocytes and synovial cells^28^. D1BC mice do not develop joint inflammation spontaneously, but they are more sensitive to arthritogenic antigens than conventional collagen-induced arthritis (CIA) models. Severe chronic inflammatory arthritis is induced using low doses of bovine type II collagen (bColII) in contrast to conventional methods, such as those used for the induction of CIA. Some fibroblast-like synoviocytes (FLSs) are characterized as mesenchymal cells, which tend to differentiate into osteochondrogenic lineages and express cell lineage markers such as *Col1a1*, *Runx2*, *Sox9*, and *Col10a1*^29^. These cells may be involved in aberrant bone formation. Another characteristic of D1BC mice is that their serum RF-IgG and RF-IgM levels are higher than those of DBA/1 J mice (genetic background of D1BC mice)^30^. It has been established that, as the RF concentration increases, there is a higher risk of rheumatoid arthritis-associated interstitial lung disease (RA-ILD). Previously, D1BC mice showed elevated serum surfactant protein-D levels and developed RA-ILD. It has been demonstrated that IgG secretion is promoted by CD80/CD86 signaling, which regulates immunoglobulin class switching and germinal center formation^31,32^.

In this study, we examined the effects of blocking CTLA-4 using an anti-CTLA-4 antibody, or blocking CD80 with CTLA-4-Ig in D1BC mice, and the interaction between CTLA-4-Ig and CD80 in isolated synovial cells of D1BC mice.

## Results

### CTLA-4 Ig suppresses arthritis in D1BC mice

To confirm that CTLA-4-Ig suppresses chronic inflammatory polyarthritis, D1BC mice were treated with CTLA-4-Ig or human IgG (hIgG) as a control for weeks 3–10 (two doses per week, 16 doses in total) after the first induction (Fig. 1A). CTLA-4-Ig improved arthritis in terms of clinical score and incidence, compared with hIgG (Fig. 1B, C). D1BC mice treated with CTLA-4-Ig showed less pannus formation and bone destruction, whereas the controls showed severe inflammation with synovitis (Fig. 1D).

**Figure 1:**
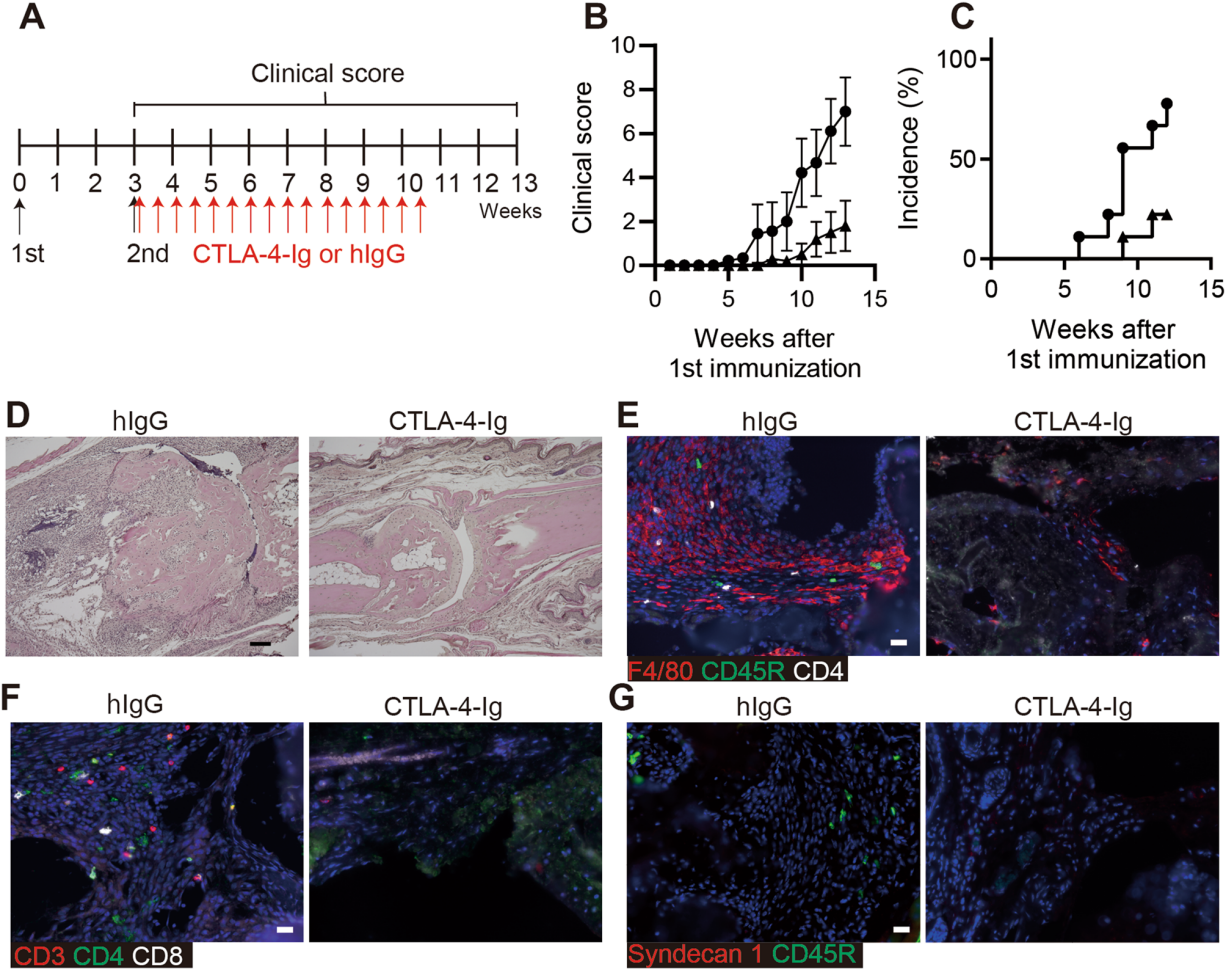
CTLA-4-Ig ameliorates chronic inflammatory arthritis in D1BC mice. (**A**) Schematic diagram indicating the timeline for the induction of chronic inflammatory arthritis with bColII, followed by the ip injection of CTLA-4-Ig or human IgG (hIgG) in D1BC mice. (**B**, **C**) The clinical score (**B**) and the percentage of incidence (**C**) of chronic inflammatory arthritis in D1BC mice treated with CTLA-4-Ig (closed triangle) and hIgG (closed circle). The clinical scores are presented as the means ± SE of ten mice. (**D**) Joints were harvested 13 weeks after the first induction and were stained by hematoxylin and eosin. (**E**–**G**) Immunohistochemical staining in the joints from CTLA-4-Ig or hIgG treated mice. Antibodies against F4/80 (red), CD45R (green), and CD4 (white) (**E**), CD3 (red), CD4 (green), and CD8 (white) (**F**), and syndecan-1 (red) and CD45R (green) (**G**) were used. Scale bars indicate 100 μm (black) and 20 μm (white).

Thereafter, the infiltrated lymphoid cells in the pannus were analyzed by immunohistochemical staining. F4/80^+^ macrophages were the major infiltrating cells, with relatively few CD45R^+^ B cells and CD3^+^ T cells. The number of infiltrating lymphocytes was dramatically reduced following CTLA-4-Ig treatment (Fig. 1E, F). The number of infiltrated plasma cells in the pannus was low and unevenly distributed (Fig. 1G and Supplementary Fig. 1).

### Administration of anti-CTLA-4 antibody exacerbates inflammatory arthritis in D1BC mice

For the suppression of CTLA-4-Ig in D1BC mice, we then determined whether the inhibition of co-stimulatory signaling exacerbates inflammatory arthritis. Anti-CTLA-4 antibody (4F10) was administered ip three times, from weeks 6 to 7 after the first induction (Supplementary Fig. 2A). Joint inflammation was observed immediately after administration of the anti-CTLA-4 antibody, suggesting that the pathological development was closer to acute inflammation than to chronic inflammation (Supplementary Fig. 2B). Anti-CTLA-4 monoclonal antibody exacerbated inflammatory arthritis and increased the incidence of disease development (Supplementary Fig. 2C).

### CTLA-4-Ig reduces the number of B cells in lymph nodes

We then investigated whether CTLA-4-Ig treatment altered the percentage of B220^+^ B cells (CD3^−^ and CD11c^−^) compared to that of CD3^+^ T cells in the lymph nodes. Lymphoid cells from mice treated with CTLA-4-Ig or hIgG (control) were isolated and analyzed by flow cytometry. The proportion of B220^+^ B cells decreased from 34.5% to 14.3%, whereas the number of CD3^+^ T cells increased after CTLA-4-Ig treatment (Fig. 2A-C). In these increased CD3^+^ T cells, the population of CD4^+^, CD8^+^, and double CD4^+^ and CD8^+^ cells increased compared to that in hIgG-treated mice (Fig. 2D–F). However, no histological abnormalities were observed in the overall structure and tissue distribution of the major lymphoid cells, including syndecan 1^+^ plasma B cells, in the lymph nodes with or without CTLA-4-Ig treatment (Fig. 2G).

**Figure 2:**
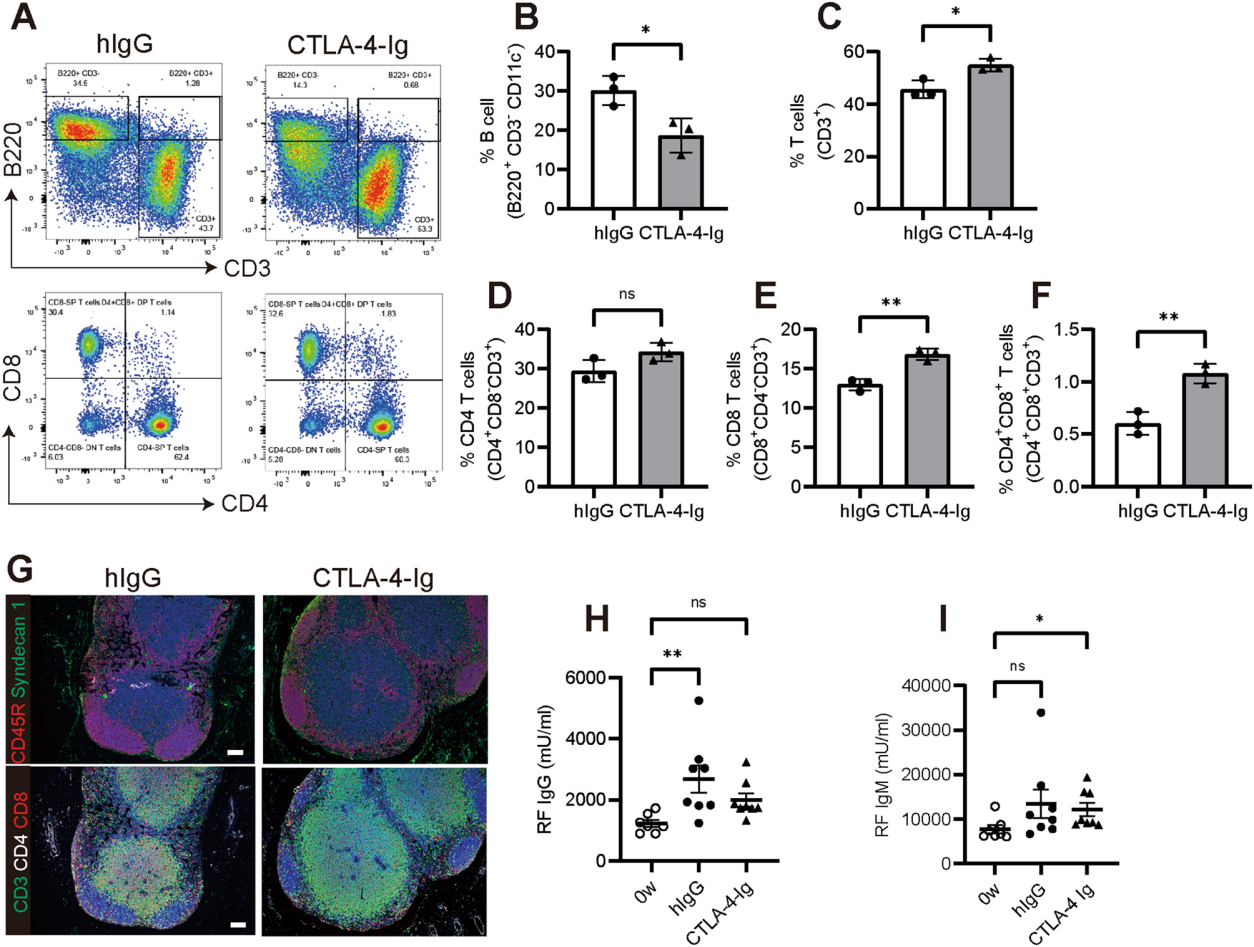
CTLA-4-Ig suppressed RF-IgG production associated with a decrease in the B-cell population. (**A**) Flow cytometric analysis of lymphoid cells from lymph nodes in CTLA-4-Ig of hIgG treated D1BC mice. Antibodies against B220, CD3, CD8, CD4, and CD11c were used. (**B**-**F**) The population of B220^+^ B cells (B), CD3^+^ T cells (**C**), CD4^+^ T cells (**D**), and CD8^+^ T cells (**E**), and CD4^+^/CD8^+^ T cells (**F**) were calculated from (**A**). Data are presented as the means ± SE of three mice in each staining. Asterisk shows *P* < 0.05, Student’s *t*. (**G**) Immunohistochemical staining of lymphocytes in lymph nodes. Antibodies against CD45R (red) and syndecan 1 (green) (upper) and CD3 (green), CD4 (white) and CD8 (red) (lower) were used. Scale bars indicate 100 μm. (**H**, **I**) Serum RF-IgG and RF-IgM levels before bColII induction (0 w) and CTLA-4-Ig or hIgG levels in the model mice (9 weeks from first induction) were measured by ELISA. Data are presented as the means ± SE of eight mice in each treatment. Asterisk indicates *P* < 0.05 (Dunnet) compared to 0 w.

Since high levels of serum RF are associated with the onset of RA and the reduction of the B-cell population in the lymph nodes in response to CTLA-4-Ig, we examined the serum concentrations of RF-IgG and IgM nine weeks after the first induction in comparison with the control at week 0. Administration of CTLA-4-Ig slightly decreased the serum concentration of RF-IgG, but not that of RF-IgM (Fig. 2H, I). The discontinuation of CTLA-4-Ig treatment resulted in increased serum RF-IgG levels (Supplementary Fig. 3).

### CD80 is expressed in FLSs from the pannus

Isolated synovial cells from the pannus of each mouse were cultured for less than one week and analyzed by flow cytometry using primary antibodies against CD11b (most macrophages, type A cells), CD140a (most fibroblasts, type B synoviocytes), and podoplanin. CD11b^+^ macrophages were observed in less than 20% of the isolated synovial cells, and few podoplanin^+^ macrophages were observed in some CD11b^+^ macrophages. Approximately 30% of podoplanin^+^/CD140a^+^ cells were defined as FLSs (Fig. 3A). We also analyzed synovial cells using primary antibodies against CD45 (CD45^+^ macrophages, CD45^−^ fibroblasts, FLSs). The population of CD45^−^ cells showed approximately 80–90% similarity with CD11b^−^ cells (Fig. 3B).

**Figure 3:**
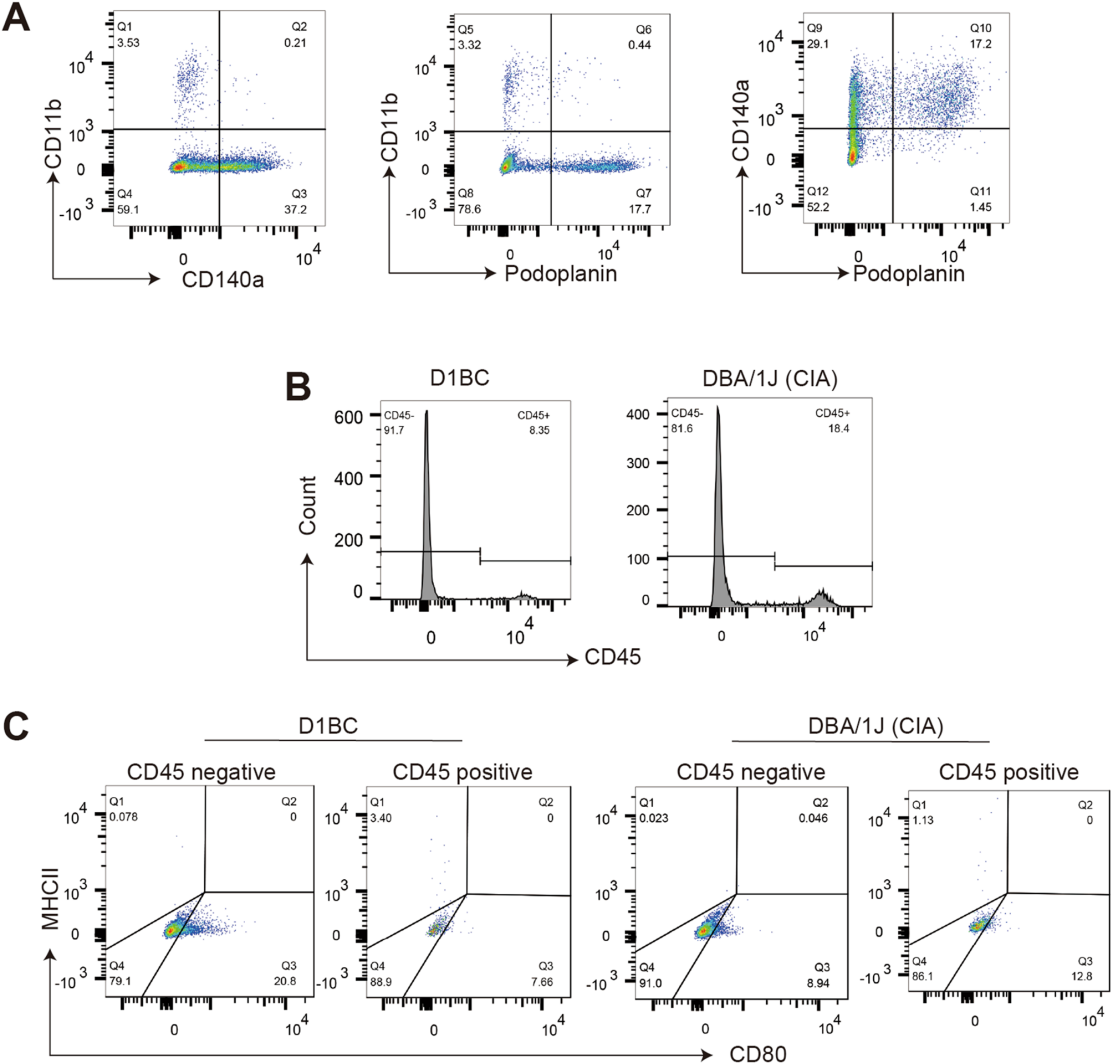
FLSs express more CD80 in D1BC mice. Synovial cells were obtained from D1BC and DBA/1 J mice (CIA) with inflammatory arthritis and cultured for one week. (**A**) Synovial cells were analyzed by flow cytometry using antibodies against CD11b, CD140a, and podoplanin. (**B**) Representative histograms of CD45 expression in D1BC and DBA/1 J mice. (**C**) MHC II and CD80 expression in CD45^+^ and CD45^−^ synovial cells. All the cells were gated as a 7-AAD-negative population.

Thereafter, we analyzed the expression of CD80 and MHC II in CD45^−^ and CD45^+^ synovial cells from D1BC and DBA/1 J mice, in which joint inflammation was induced by bColII injection. Note that in DBA/1 J mice, 0.15 mg was used instead of the 0.01 mg used in D1BC mice, based on the conventional CIA model. CD80^+^ cells were detected in 16.5% and 10.3% of the CD45^−^ synovial cells in D1BC and DBA/1 J, respectively (Table 1 and Fig. 3C). In contrast, few MHC II^+^ synovial cells or CD80^+^/MHC II^+^ synovial cells were observed.

**Table 1:** Expression of MHCII and CD80 in isolated synovial cells from pannus.

	D1BC	DBA/1 J
CD45 negative	89.4 ± 4.71	78.9 ± 4.40
CD80	16.5 ± 2.58*	10.3 ± 1.05
MHC II	0.086 ± 0.0293	0.21 ± 0.107
CD80/ MHC II	0.015 ± 0.0176	0.27 ± 0.137
Double negative	83.4 ± 2.59	89.3 ± 1.21
CD45 positive	10.7 ± 4.70	21.2 ± 4.40
CD80	7.65 ± 1.70	12.2 ± 4.28
MHC II	3.12 ± 0.647*	1.15 ± 0.0720
CD80/ MH CII	N.D	0.060 ± 0.0300
Double negative	7.65 ± 1.70	12.2 ± 4.28

Data are presented as mean ± SE of each cell surface marker in isolated synovial cells (four mice). Asterisks show *P* < 0.05 compared with DBA/1 J mice. N.D. indicates not detected.

### Synovial cells of D1BC mice express both CD80 and PD-L1

Recent studies have shown that CD80 on APC heterodimerizes with PD-L1. As the cis-PD-L1/CD80 heterodimer interacts with CD28 on T cells and does not bind to PD-1, T cells are fully activated^18,19^. This suggests that the expression of both CD80 and PD-L1 in APC enhances autoimmune diseases, including RA.

Therefore, to confirm whether CD80 and PD-L1 were expressed in the synovial cells of the pannus, in situ hybridization was performed in D1BC and DBA/1 J mice. Co-expression of CD80 and PD-L1 was observed more frequently in the inflamed pannus and normal synovial membrane of D1BC mice. They were also observed in inflamed pannus, but were in low numbers in CIA (Fig. 4).

**Figure 4:**
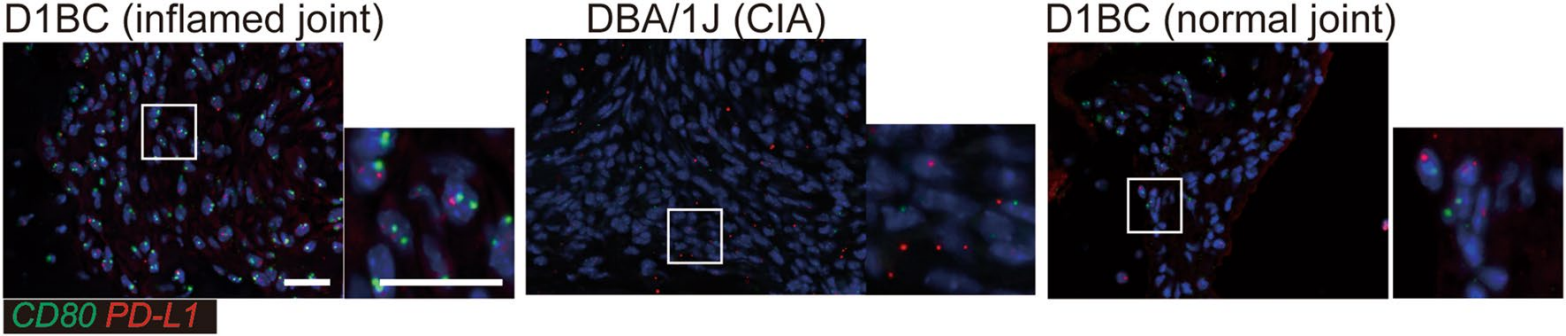
Co-expression of CD80 and PD-L1 in synovial cells. In situ hybridization of *CD80* (green) and *PD-L1* (red) in D1BC and DBA/1 J mice with chronic inflammatory arthritis and in the control (synovial membrane in D1BC mice without bColII administration). Each right panel shows a magnified image of the square on the left panel. Scale bars indicate 20 μm (white bars).

### CTLA-4 Ig internalizes CD80, but not PD-L1, in synovial cells

We investigated whether CTLA-4-Ig bound to CD80 and was internalized via endocytosis. It was difficult to detect the internalization of CTLA-4-Ig-bound CD80 without inhibiting clathrin-mediated endocytosis using flow cytometry (Supplementary Fig. 4). However, binding of CTLA-4-Ig to CD80 did not prevent the recognition of CD80 by anti-CD80 antibodies in isolated synovial cells. Therefore, we examined CTLA-4-Ig internalization by CD80 using a dynamin inhibitor, which blocks the final scission step of endocytosis^33^. CD80 molecules were internalized by CTLA-4-Ig treatment in both CD45^+^ and CD45^−^ synovial cells (Fig. 5A and Supplementary Fig. 5). The dynamin inhibitor internalized CTLA-4-Ig bound to CD80, resulting in loss of CD80 molecules from the cell surface. Although a small number of CD80^+^/PD-L1^+^ cells were observed in the histological analysis (Fig. 4), they were detected in both CD45^+^ and CD45^−^ cells in the flow cytometric analysis (Fig. 5B). There was no change in PD-L1 expression after CTLA-4-Ig treatment of CD45^+^ and CD45^−^ synovial cells (Fig. 5A). The population of CD80^+^ cells (Q2 and Q3 in Fig. 5C) increased. In contrast, PD-L1^+^ cells (Q1 and Q2 in Fig. 5C) did not change, suggesting that CTLA-4-Ig specifically internalized CD80 but did not internalize PD-L1 simultaneously (Fig. 5C).

**Figure 5:**
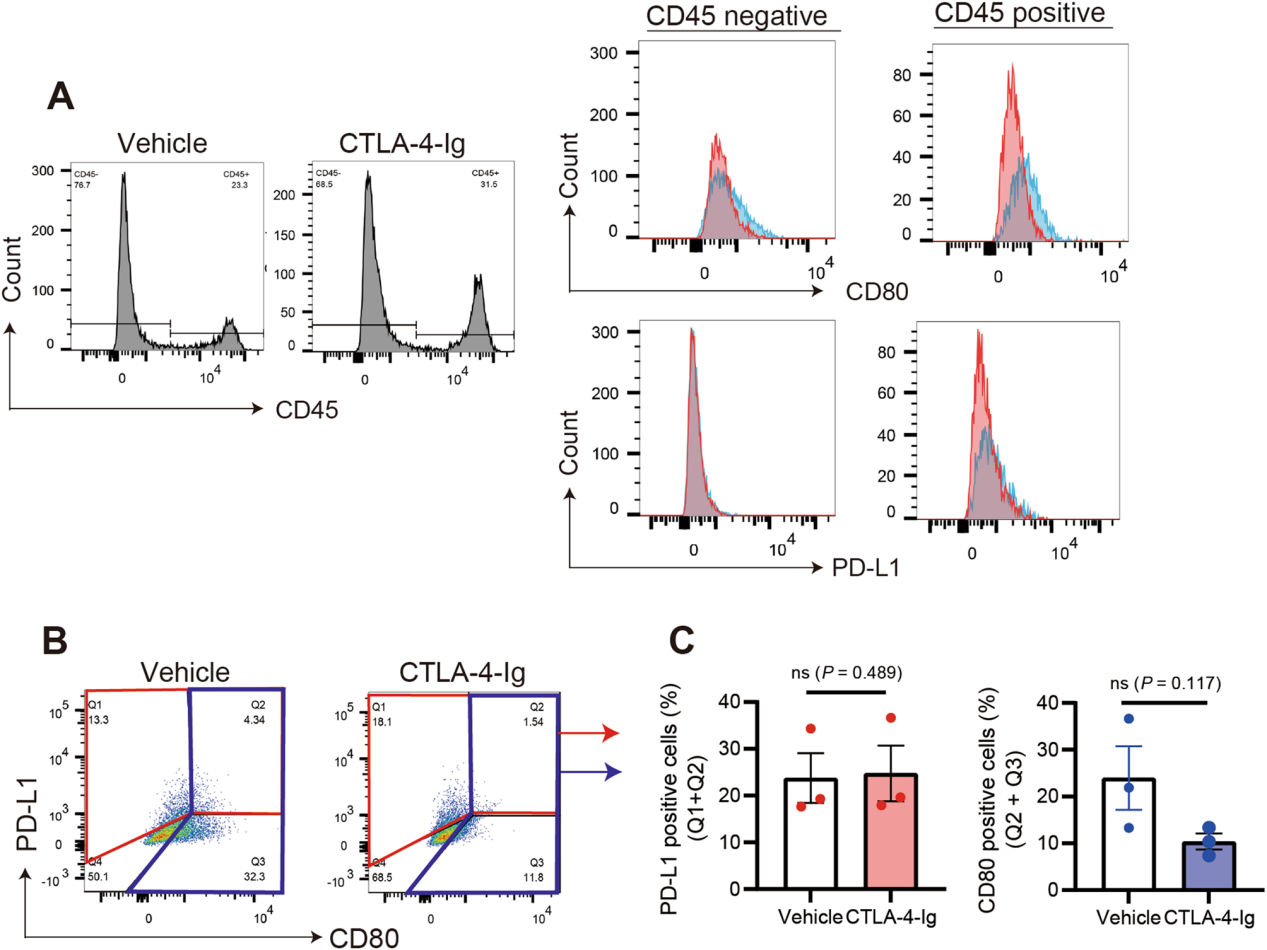
Internalization of CD80, but not PD-L1, in FLSs by CTLA-4-Ig. Internalization of CD80, but not PD-L1, by CTLA-4-Ig in CD45^+^ synovial macrophages or CD45^−^ FLSs in D1BC mice (**A**) Synovial cells were isolated from the pannus of D1BC mice with chronic inflammatory arthritis. Cells were treated with CTLA-4-Ig for 2 h following treatment with a dynamin inhibitor, and analyzed by flow cytometry using antibodies against CD45, CD80, and PD-L1. Each histogram represents CD80 or PD-L1 expression in CTLA-4-Ig-treated (red) and untreated cells (blue). (**B**) Flow cytometric analysis showing CD80 and PD-L1 expression in CTLA-4-Ig-treated and untreated cells. (**C**) CD80^+^ (Q2 + Q3) and PD-L1^+^ (Q1 + Q2) cells were compared between the CTLA-4-Ig-treated and untreated synovial cells. Data are presented as the means ± SE of three mice in each treatment. ns, non-significant, Student’s *t*.

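Synovial cells isolated from the pannus of D1BC mice with chronic inflammatory arthritis, a mixture of CD45⁻ fibroblast-like synoviocytes (FLSs) and CD45⁺ macrophages, were cultured for 48 h with CTLA-4-Ig (abatacept), hIgG or vehicle. Abatacept is the extracellular domain of CTLA-4 fused to a modified Fc region of human IgG. The paper gives a dose of 100 μg/ml for both proteins, and the titles of these samples also give 100 μg, whereas the protocol in the sample labels gives 100 mg/ml. RNA of each condition was hybridized to 1 mouse oligo array with a single dye, so that no difference between conditions has a replicate check, and the number of arrays limits the precision. Whether the 3 cultures came from the same mouse, from pooled mice or from different mice is told neither by the paper nor by the labels, and a ratio between arrays includes any difference between the cultures. Each array carried 23473 different probes, of which 20690 were named with 1 gene symbol and 2783 were not named here. The authors deposited the scanned intensity of each spot and a table of normalized values. The trimmed mean of 384 blank spots was subtracted from each intensity, a probe was taken as detected when it exceeded this mean by 2 standard deviations of the blank spots, and the signals of each array were scaled to a median of 25 over the detected spots, as in the paper's methods. The blank rule is not given in the paper's text and was inferred from the deposited values. On the CTLA-4-Ig array 19711 of 23474 probe spots were detected (84.0%), on the hIgG array 19180 (81.7%) and on the vehicle array 19103 (81.4%). In all, 18664 probes and 15625 named genes were detected on all 3 arrays. Ratios are given as log2 of the normalized signals, and a gene with several probes was given the mean of their log2 signals. Over all 15625 genes the median log2 ratio was 0.09 for CTLA-4-Ig over hIgG, 0.11 for CTLA-4-Ig over vehicle and 0.03 for hIgG over vehicle, and a list of genes has to be read against these shifts. The last comparison, between the controls, served as the yardstick, and its standard deviation was 0.17 over probes with a mean signal of at least 25.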

Thereafter, we analyzed the effect of internalized CTLA-4-Ig on synovial cells by microarray gene expression. 

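By their list medians, matrix metalloproteases and their inhibitors were slightly higher on the CTLA-4-Ig array than on the hIgG array. These are enzymes and regulators of matrix breakdown. Chemokines and their receptors were slightly lower, whereas interleukins and other cytokines lay close to the median of all genes. For metalloproteases and for chemokines, hIgG over vehicle stood further out among matched random lists than CTLA-4-Ig over vehicle. Of 25 metalloproteases and inhibitors, 20 were detected on all 3 arrays, with a median log2 ratio of 0.22 for CTLA-4-Ig over hIgG, and none was 2-fold apart in any of the comparisons. This median stood at percentile 99.9 of 10000 random lists matched on mean signal, as a description of these arrays. It was 0.15 over vehicle (percentile 86.8) and -0.09 for hIgG over vehicle (percentile 0.59). Over hIgG 15 of the 20 lay above the median of all genes and 5 below it. The lowest were the bright proteases Mmp3 (-0.58) and Mmp13 (-0.51), whereas the highest, Mmp10 and Timp4, were dim. Of 79 interleukins and their receptors, 56 were detected, and none was 2-fold apart between CTLA-4-Ig and hIgG or between hIgG and vehicle, while 1 was at least 2-fold higher on CTLA-4-Ig than on vehicle. Their median was 0.08 over hIgG (percentile 27.6), 0.10 over vehicle (percentile 22.5) and 0.06 for hIgG over vehicle (percentile 80.1). Of 62 chemokines and chemokine receptors, 49 were detected. Relative to hIgG, 5 of them were at least 2-fold lower on CTLA-4-Ig and none was 2-fold higher, and relative to vehicle none was 2-fold apart. Between hIgG and vehicle 2 were at least 2-fold higher on hIgG and none was lower. The median of this family was -0.02 over hIgG (percentile 0.12), 0.04 over vehicle (percentile 4.24) and 0.10 for hIgG over vehicle (percentile 99.2). Of 59 other cytokines, the TNF superfamily and the interferons, 52 were detected, 2 were at least 2-fold higher on CTLA-4-Ig than on hIgG and none was 2-fold lower. Relative to vehicle 1 was at least 2-fold higher on CTLA-4-Ig and none was lower, and 2 were at least 2-fold lower on hIgG than on vehicle and none was higher. Their median was 0.07 over hIgG (percentile 12.5), 0.12 over vehicle (percentile 46.4) and 0.07 for hIgG over vehicle (percentile 88.1). With a normexp background correction the median over hIgG was 0.0019 for the metalloproteases and -0.0022 for the chemokines, against 0.0010 for all genes. Both lay close to all genes there, but no random lists were drawn with this correction. The background column it uses follows the spot signal, with a correlation of the log2 values of 0.99 on the CTLA-4-Ig array. No test was possible with 1 array per condition.

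**Figure D1:**
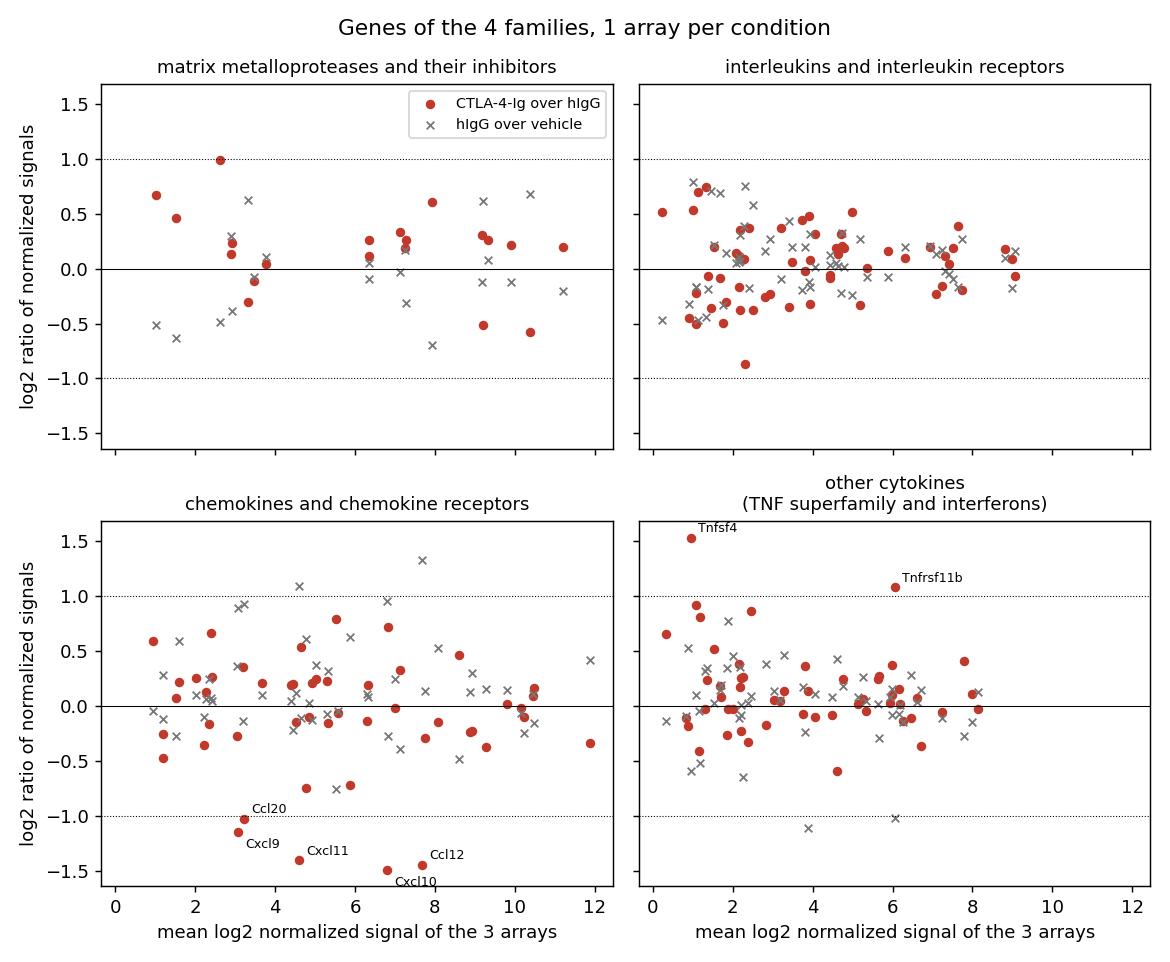
Log2 ratio of normalized signals against the mean log2 signal of the 3 arrays for the detected genes of the 4 families, as filled circles for CTLA-4-Ig over hIgG and crosses for hIgG over vehicle, with dotted lines at 2-fold. The 5 chemokines below the lower line and the 2 other cytokines above the upper line are named.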

There were no significant differences in matrix metalloproteases, interleukins, chemokines, or other cytokines (Supplementary Fig. 6). Significant alterations in the expression of *Mmp3*, *Mmp8*, *Mmp9*, *Mmp10*, *Mmp12*, *Il6*, *Ifng*, and *Ifna2* in synovial cells upon CTLA-4-Ig treatment were not observed when analyzed by qPCR (Supplementary Fig. 7, The △CT for *Ifng* and *Ifna2* were below detectable levels, so data for both are not shown*.*).

## Discussion

CTLA-4-Ig regulates the immune activation of the CD28-CD80/86 axis and has been used to treat RA. We previously established a mouse model of chronic inflammatory arthritis that expresses CD80 in synovial cells and chondrocytes of the joints. Administration of CTLA-4-Ig suppressed chronic inflammatory arthritis and decreased serum RF-IgG levels in D1BC mice, whereas exacerbation of RA was observed with anti-CTLA-4 antibody treatment. Under these circumstances, the anti-CTLA-4 antibody may function predominantly in the inflamed joint compartment. CTLA-4-Ig internalized CD80, but not PD-L1, in CD45^−^ FLSs in addition to CD45^+^ macrophages. It has been suggested that CTLA-4-Ig suppresses the activation of T cells in the joint cavity and lymph nodes.

CTLA-4-Ig affects plasmablasts during B-cell development and reduces the production of serum IgG and autoantibodies, such as RF-IgG and anti-citrullinated protein antibody (ACPA)^14,15^. In D1BC mice, there was a decrease in the number of infiltrating plasma cells in the joints, and B cells in the lymph nodes following CTLA-4-Ig treatment (Fig. 1G, 2B, and supplementary Fig. 1). The decrease in serum RF-IgG levels may reflect these changes (Fig. 2H). We did not measure mouse ACPA. This was because of the difficulty in measuring appropriate concentrations due to cross-reactivity of mouse ACPA with non-citrulline antigens^34^. RF, and to a lesser extent ACPA, are also risk factors of RA-ILD^35,36^. Therefore, the reduction in serum RF levels by CTLA-4-Ig treatment may have additional therapeutic effects on the extra-articular manifestations of RA. Since D1BC mice develop RA-ILD, it would be interesting to determine whether CTLA-4-Ig administration can prevent RA-ILD in addition to RA in D1BC mice. Serum RF levels increased with disease progression, and higher serum RF levels were detected in D1BC mice that were not injected with an arthritogenic antigen than in DBA/1 J mice^30^.

Macrophage-like (CD45^+^) synovial cells and CD45^−^ FLSs are the major cell populations in the lining and sub-lining layers of the pannus. Synovial macrophages express co-stimulatory signaling molecules, such as CD80 and PD-L1, which are involved in joint inflammation. We demonstrated that a limited number of FLSs expressed CD80 in the CIA model using DBA/1 J and D1BC mice (Fig. 3B). Interestingly, we found that some synovial cells expressed PD-L1 (Figs. 4 and 5B). In the histogram in Fig. 5, more CD80-positive cells were observed than PD-L1-positive cells, and both showed similar fluorescence intensities. Therefore, PD-L1 molecules may form heterodimers with CD80 in most CD80 and PD-L1 double-positive cells^18^. In contrast, CTLA-4-Ig treatment disrupts the formation of cis-PD-L1/CD80 heterodimers, allowing more CD80 homodimers to form^37^. However, CTLA-4-Ig bound CD80 molecules were internalized in isolated synovial cells. CTLA-4-Ig blocks the CD28/CD80 axis, whereas the PD-1/PD-L1 axis remained unaffected, which may have more effectively suppressed the activated T cells. In this context, the combination of CTLA-4-Ig treatment with agonistic PD-1 antibodies and others may be more effective in the treatment of RA. Moreover, *CD80* and *PD-L1* were co-expressed in the synovial cells of D1BC mice, even before disease onset. This suggests that CD28-mediated T-cell activation in the joint compartment of the D1BC mouse model exacerbates chronic inflammatory arthritis. The interaction of T cells with isolated primary FLSs treated with CTLA-4-Ig requires further investigation; however, only a limited number of primary synovial cells can be obtained from the CIA and D1BC mouse models. Future studies should combine the analysis of cell–cell interactions between CTLA-4-Ig-treated primary synovial cells and T cells with single-cell RNA-seq (scRNA-seq) analysis, which will reveal more details regarding CTLA-4-Ig-induced immune suppression in joints^38^. One caveat of our data is that we could not provide direct evidence of internalized CD80 and CTLA-4-Ig molecules in the synovial cells after CTLA-4-Ig treatment owing to the limited number of synovial cells that can be isolated from the pannus of D1BC mice.

In a previous study, CTLA-4-Ig treatment regulated the expression of several genes but had no significant effect on B-cell populations in the peripheral blood^39,40^. The effects of pro-inflammatory cytokines, such as IL-6 and TNF-α on synoviocytes, are controversial^11,16^. 

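Interferon-stimulated genes, which cells switch on in response to interferon, were lower on the CTLA-4-Ig array than on the hIgG array, and genes of contractile cells and of the extracellular matrix were higher. Against vehicle the contractile and matrix genes on CTLA-4-Ig stayed within the range of most random lists. On hIgG they were lower than on vehicle, so that the hIgG array stood apart for them. Of 34 detected interferon-stimulated genes, 33 lay below the median of all genes for CTLA-4-Ig over hIgG, with a median log2 ratio of -0.51 (percentile 0 of the random lists). Against vehicle 28 lay below it, with a median of -0.14 (percentile 0), and for hIgG over vehicle the median was 0.37 (percentile 100). Relative to the median of all genes the list stood at 0.35 for hIgG over vehicle and at -0.25 for CTLA-4-Ig over vehicle. For this list too, the hIgG array thus lay further from vehicle than the CTLA-4-Ig array did. Ifit1, which binds viral RNA, had signals of 94.6 on CTLA-4-Ig, 173 on hIgG and 143 on vehicle. Oas3 went the other way, with dim signals of 9.00, 2.73 and 1.74. NF-kB target genes had a median of -0.17 over hIgG (percentile 0), -0.01 over vehicle (percentile 1.10) and 0.22 for hIgG over vehicle (percentile 100). The acute phase gene Saa3, which is among them, had a signal of 152 on CTLA-4-Ig and on vehicle and 287 on hIgG. Markers of pericytes and smooth muscle cells had a median of 0.42 over hIgG (percentile 100), 0.22 over vehicle (percentile 86.4) and -0.25 for hIgG over vehicle (percentile 0.05). The highest and lowest of these markers over hIgG were dim, Abcc9 (0.93) and Myh11 (0.68) at the upper end and Notch3 (0.04) and Rgs5 (0.02) at the lower end. Collagens and other matrix genes had a median of 0.26 over hIgG (percentile 100), 0.06 over vehicle (percentile 44.3, with 19 of the 30 below the median of all genes) and -0.18 for hIgG over vehicle (percentile 0). Immediate early genes had medians of 0.31, 0.23 and -0.10 in the same order (percentiles 100, 99.1 and 0.45). The median of macrophage markers was -0.09 over hIgG (percentile 0.02), 0.08 over vehicle (percentile 68.8) and 0.21 for hIgG over vehicle (percentile 100), and that of synovial fibroblast markers was 0.15, 0.08 and -0.11 (percentiles 99.9, 59.5 and 0).
Among single probes, few differed by 2-fold. Of 9677 probes detected on all 3 arrays with a mean signal of at least 25, 6 were at least 2-fold higher on CTLA-4-Ig than on hIgG and 4 were 2-fold lower. The split was 3 and 5 with quantile normalization, 2 and 5 with cyclic loess and 1 and 6 when scaled by the median over probes detected on all 3 arrays. Relative to vehicle 1 probe was higher on CTLA-4-Ig and 0 were lower, and between hIgG and vehicle 3 were higher on hIgG and 1 was lower. Gabbr1, a subunit of the GABA-B receptor, was the only one 2-fold higher than on both controls, with a log2 ratio of 1.11 over hIgG and 1.23 over vehicle. This count was 2 with the deposited table of normalized values and with spots without a probe as zero, an alternative chosen after the data were seen, and 0 with a mean signal of at least 100. By the same count 3 probes were higher and 1 was lower on hIgG than on the other arrays, and 0 stood apart on vehicle. With the median over probes detected on all 3 arrays, and likewise with a mean signal of at least 100, 1 was higher and 0 were lower on hIgG. Among genes with a mean signal of at least 25, those furthest above both controls after Gabbr1 were Olfr1412 (1.08 and 1.00), Rpl21-ps1 (0.63 and 0.96), Smpd2 (0.62 and 0.79) and Men1 (0.72 and 0.59). Further down this ranking stood Phgdh, Ufd1, Gm16490, Pgf, Zfp933, Abtb1 and Grem1. Furthest below both controls, with the same signal limit, were Ifi209 (-0.81 and -0.71), Abcb4 (-0.61 and -0.63) and Snapc1 (-0.65 and -0.61), followed by Ifit1, Lars2, AI854703, Gm20091, Clec4a3, Cxcl10, Trdmt1 and Atm. Rfk ranked there only by the mean of its 2 probes, since its bright probe had log2 ratios of 0.00 over hIgG and -0.08 over vehicle and its dim probe -1.24 and -1.17. With a normexp background correction the interferon-stimulated genes and the macrophage and fibroblast markers changed to the other side of the median of all genes. The background column used for this correction follows the spot signal. With it these medians over hIgG lay near 0, at 0.0116, 0.0083 and -0.0068. The correction also lowered the brightest signals, so that these medians cannot decide between a reversal and a loss of signal. For CTLA-4-Ig the paper proposes an action on T cells.

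**Figure D2:**
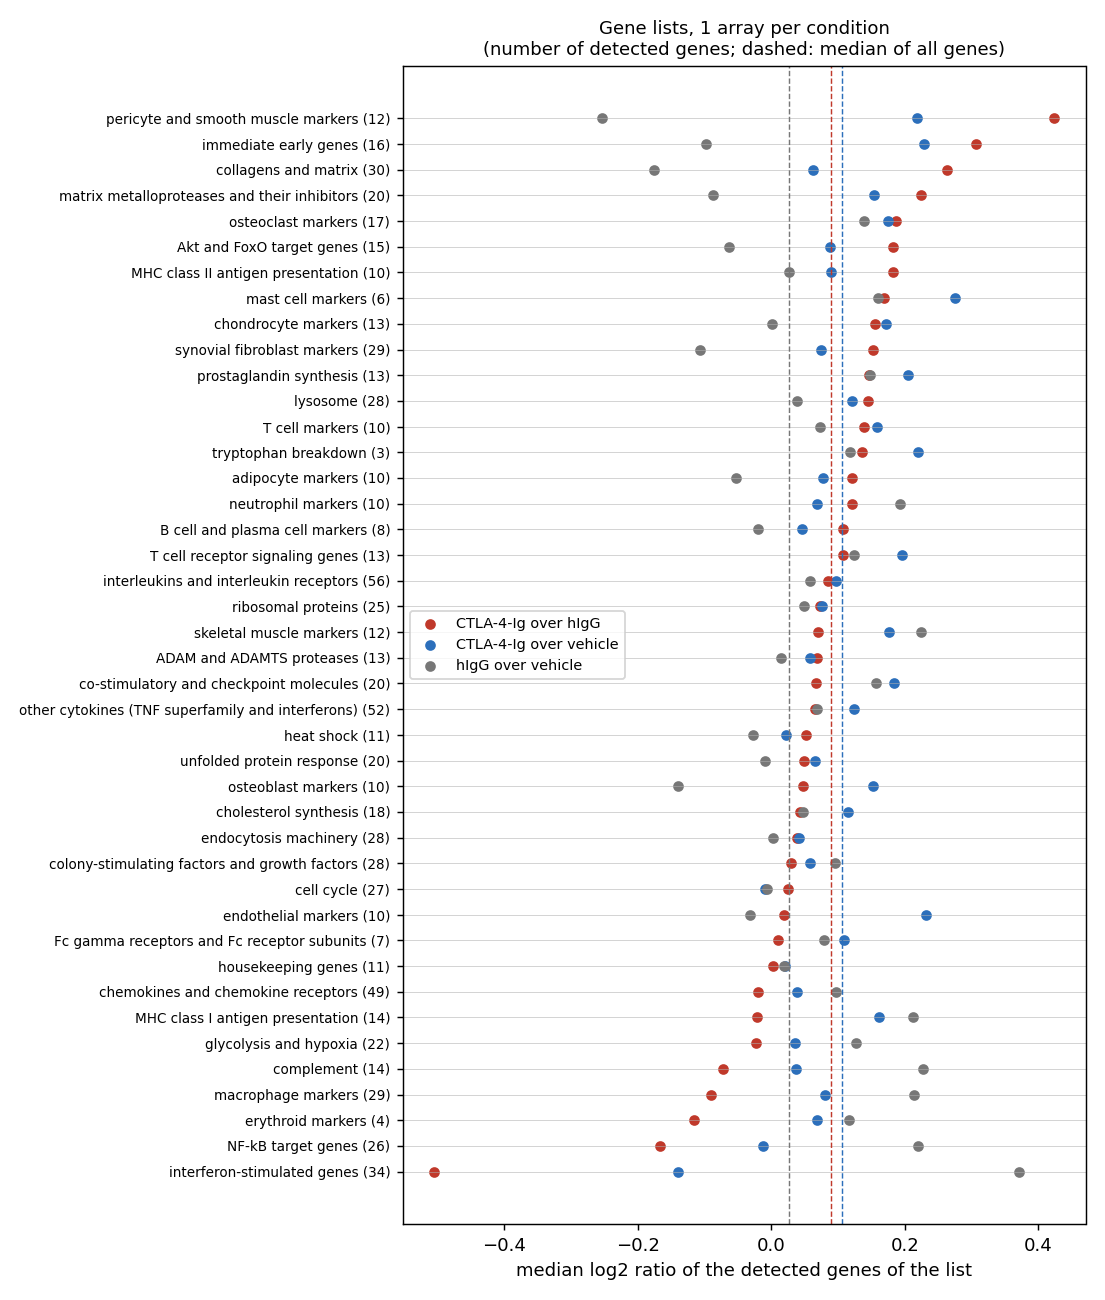
Median log2 ratio of the detected genes of each of 42 lists for CTLA-4-Ig over hIgG, CTLA-4-Ig over vehicle and hIgG over vehicle, with dashed lines at the median of all genes. Interferon-stimulated genes lie lowest for CTLA-4-Ig over hIgG, at -0.51, and pericyte and smooth muscle markers highest, at 0.42.

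**Figure D3:**
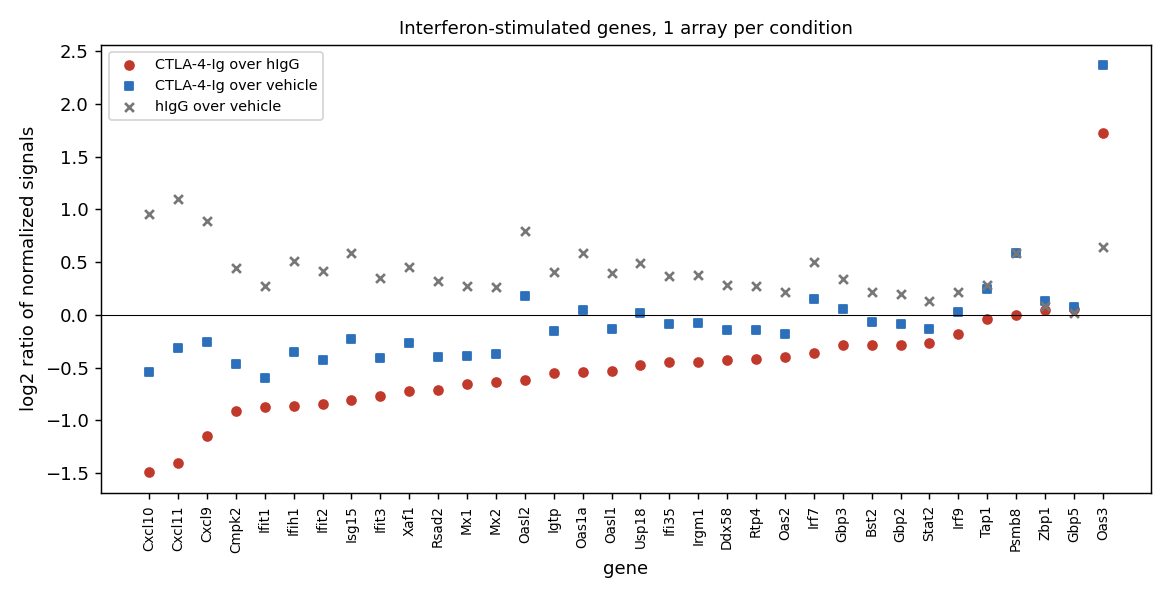
Log2 ratios of the 34 detected interferon-stimulated genes in the 3 comparisons, ordered by CTLA-4-Ig over hIgG. Cxcl10 lies lowest and Oas3 highest.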

Internalization of CTLA-4-Ig did not affect gene expression in synovial cells, suggesting that CTLA-4-Ig directly regulates T cells and indirectly affects B-cell development. In general, various studies have reported the role of CD80/86 in T-cell activation, but little is known about the expression levels of CD80/86 and their function in synoviocytes, especially in FLSs, of the joint compartments^41^. We were interested in finding evidence of CD80-expressing synovial cells in arthritis models, such as the CIA and D1BC mouse models. In particular, CD80 expression was enhanced in D1BC mice because the CD80 gene was introduced under the control of the type II collagen promoter and enhancer. Direct imaging of labeled CTLA-4-Ig bound to infiltrated macrophages and fibroblasts in inflamed joints has been reported^42^. CTLA-4-Ig bound to Lin^−^, CD45^−^, CD140a^+^, and CD31^−^ fibroblast cells in the inflamed synovium; these fibroblasts expressed CD80, but not CD86 or I-A/I-E. In histological analysis, FLSs were found to comprise at least three types of cells in terms of their osteochondrogenic lineage, including *Sox9*-, *Runx2*-, and *Col10a1*-positive cells; FLSs thus show cellular heterogeneity^28^. Moreover, four fibroblast subpopulations from synovial tissue, and eight putative clusters of CD45^−^ and podoplanin^+^ cells have been identified^43^. In synovial cells isolated from D1BC mice, the CD140a^+^ and podoplanin^+^ cell populations comprised 17.2%, which indicates a greater complexity of these synovial cells than expected of the synovial cells isolated from an inflamed synovium. Therefore, further investigation of the heterogeneity of CD45^−^ and CD80^+^ FLSs using different surface markers is needed. In summary, even a small number of FLSs in the pannus express both CD80 and PD-L1 and may regulate T-cell activation in the joints. This induces chronic aggregation of immune chain reactions in patients with RA. CTLA-4-Ig inhibits the interaction between FLSs expressing PD-L1/CD80 and T cells.

In conclusion, we showed that CTLA-4-Ig treatment ameliorated chronic inflammatory polyarthritis in a mouse model by reducing the production of serum RF-IgG associated with a decrease in the number of B cells in the lymph nodes. In situ hybridization suggested that cis-heterodimers of PD-L1 and CD80 are present in synovial cells isolated from the inflamed synovium. Moreover, we found that CTLA-4-Ig internalized CD80, but not PD-L1, in CD45^−^ FLSs and CD45^+^ synovial macrophages. Histochemical analysis revealed immunosuppression by CTLA-4-Ig in the joint compartment; further experiments in vitro with isolated CD80^+^ FLSs are needed to confirm T-cell inactivation by CTLA-4-Ig. However, we concluded that CTLA-4-Ig exerts immunosuppression in the inflamed synovial compartment through two-way cooperation between the CD80 and PD-L1 axes.

## Methods

### Mouse model of chronic inflammatory polyarthritis

D1BC mice express murine B7.1 in their chondrocytes and synovial membranes^28^. A low dose of bColII (10 μg per mouse) was used to induce chronic inflammatory arthritis in D1BC mice, and a dose of 150 μg per mouse was used for conventional CIA in DBA/1 J mice^44^. Briefly, 7–8-weeks-old D1BC or DBA/1 J mice were housed in a pathogen-free animal care facility at Nagoya City University Medical School in accordance with institutional guidelines. Mice were anesthetized with isoflurane and administered bColII emulsified with an equal volume of complete Freund’s adjuvant (BD Biosciences, Sparks, MD, USA). The same protocol was used for secondary induction with bColII, except for the use of incomplete Freund’s adjuvant (BD Biosciences).

### Anti-CTLA-4 antibody treatment

B-cell hybridoma for anti-CTLA-4 monoclonal antibody (clone UC10-4F10-11, Hamster IgG) was provided by Dr. J. Bluestone from the University of California, San Francisco. B-cell hybridoma was cultured in DMEM (Sigma-Aldrich, Steinheim, Germany) with 10% fetal bovine serum (Gibco, Life Technologies, Carlsbad, CA, USA), 0.15% sodium bicarbonate (Gibco, Life Technologies), 0.01 mM non-essential amino acids (Gibco, Life Technologies), 0.05 mM 2-mercaptethanol (Fujifilm-Wako, Tokyo, Japan), and 500 U/ml penicillin–streptomycin (Gibco, Life Technologies). The monoclonal antibody was purified using a Protein A Sepharose 4 Fast Flow system (GE Healthcare, Uppsala, Sweden). Anti-CTLA-4 antibodies (0.1 mg) were injected intraperitoneally (ip) three times at 6 weeks in RA-induced D1BC mice. The same amount of saline was injected as the negative control.

### CTLA-4 Ig treatment

CTLA-4-Ig (abatacept,100 μg/ 0.1 ml/ mouse, Bristol-Myers Squibb, Princeton, NJ, USA) and human IgG (hIgG, 100 μg/ 0.1 ml/mouse, supplied by Pharma Foods International, Kyoto, Japan) as a control, were injected ip two times a week, from weeks 3 to 10 after the first induction (Fig. 1A).

### ELISA

Serum RF-IgG and RF-IgM concentrations were measured using ELISA, according to the manufacturer’s instructions (Fujifilm-Wako-Shibayagi, Gunma, Japan). Serum obtained before bColII induction was used as the control.

### Histopathology

Each joint and lymph node was fixed in 4% paraformaldehyde/PBS, decalcified in 2.5% EDTA, and stored in 7% sucrose at 4 °C for one month. Paraffin Sects. (2 μm) were stained with hematoxylin and eosin (H&E; Muto, Tokyo, Japan) for immunohistochemical analysis. The sections were stained with the following primary antibodies: rat anti-F4/80 (Bio-Rad), rabbit anti-CD3 (Genemed Biotechnologies, South San Francisco, CA, USA), rat anti-PTPRC/CD45R (Aviva Systems Biology, San Diego, CA, USA), rabbit anti-syndecan 1 (Bioss Antibodies, Woburn, MA, USA), anti-CD4, and anti-CD8 (Cell Signaling Technology, Danvers, MA, USA). Histofine simple stain mouse MAX-PO secondary antibodies and the Opal multiplex fluorescent immunohistochemistry system (Akoya Biosciences, Marlborough, MA, USA) were used according to the manufacturers’ protocols. All images were captured using a fluorescence microscope (BZ-X710; Keyence, Osaka, Japan).

### Flow cytometric analysis of mouse lymph nodes

Cells were separated by density gradient centrifugation using Ficoll-Paque Plus (GE Healthcare) and resuspended in flow cytometry buffer (Hanks’ Balanced Salt Solution supplemented with 2% heat-inactivated fetal calf serum, 0.05% sodium azide, and 0.5% EDTA). The cells were stained with the following fluorochrome-labeled monoclonal antibodies: anti-CD3-PE-Cyamine7 (Clone 17A2, Invitrogen, Waltham, MA, USA), anti-CD4-FITC (Clone RM4-5, Invitrogen), anti-CD8-eFluor 450 (Clone 53–6.7, Invitrogen), anti CD11c-PE (Clone N418, BD Biosciences), and anti-CD45R(B220)-eFluor780 (Clone RA3-6B2, Biolegend, Hercules, USA), and incubated at 4 °C for 30 min in the dark. These cells were then analyzed using a FACSCanto II (BD Biosciences).

### In situ* hybridization*

In situ hybridization for *CD80* and *PD-L1* (*CD274*) was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics, Newark, CA, USA), according to the manufacturer’s instructions.

### Synovial cell isolation and flow cytometry analysis of the cells

Synovial cells were isolated from the pannus and incubated in dissection buffer, Hanks’ Balanced Salt Solution (HBSS, Gibco) supplemented with 48.1 μg/ml DNase I (Worthington Biochemicals, Lakewood, NJ, USA), 1.92 mg/ml Collagenase type III (Worthington Biochemicals), and 1.77 U/ml Dispase (Gibco) at 37 °C for 30 min. After centrifugation at 100 × *g* for 3 min, the cells were resuspended in DMEM with 10% FBS supplemented with penicillin–streptomycin, and cultured at 37 °C in 5% CO_2_ for five days. For flow cytometry analysis, approximately 1 × 10^5^ cells of isolated fibroblast-like synoviocytes (FLSs) blocked FCγR with anti CD16/CD32 antibody (BD Biosciences) at 4 °C for 5 min. After washing with PBS containing 2% FBS, the cells were analyzed using the following primary antibodies: CD11b-PE (Clone M1/70, BD Biosciences), podoplanin-BV421 (Clone 8.1.1, BioLegend), Pdgfra (CD140a)-APCvio770 (Clone REA637, Miltenyi Biotec, NRW, Germany), CD45-APC (Clone, 30-F11, BioLegend), MHC class II-PE (Clone REA813, Miltenyi Biotec), CD80-BV421 (Clone 16-10A1, BD biosciences), CD274 (PD-L1)-PE (Clone 10F.9G2, BioLegend), and 7-Aminoactinocynin D (7-AAD) (BD Biosciences). These cells were analyzed using a FACSCanto II (BD Biosciences). To block CD80 internalization by the endocytosis inhibitor, the synovial cells were pre-incubated with 80 μM Dynasore hydrate (Sigma-Aldrich) in DMEM without FBS for 30 min, and then CTLA-4 Ig (1,000 ng/ml) was added and incubated at 37 °C for 2 h. This was followed by flow cytometry analysis as described above.

### RNA microarray and quantitative PCR of synovial cells

Isolated synovial cells (approximately 1 × 10^5^ cells) were cultured in DMEM supplemented with 10% FBS overnight at 37 °C in a 5% CO_2_ atmosphere. Thereafter, abatacept (100 μg/ml), human IgG (100 μg/ml), and a vehicle (DMEM with 10% FBS as a control) were added to the medium and the cells were incubated at 37 °C, under 5% CO_2_ for 48 h. Total RNA extracted from the synovial cells was used as the sample in the ReliaPrep RNA Tissue miniprep system (Promega, Madison, WI, USA). For RNA array, Toray’s 3D-Gene Mouse Oligo chip 24 k (Toray Industries, Tokyo, Japan) was used for RNA expression profiling according to the manufacturer’s instructions. Briefly, for efficient hybridization, this microarray adopted a columnar structure to stabilize spot morphology and enable microbead agitation. Total RNA was labeled with Cy5 using the Amino Allyl Message AMP II amplified RNA (aRNA) Amplification Kit (Applied Biosystems, Waltham, MA, USA). Cy5-labeled aRNA pools were mixed with hybridization buffer and hybridized for 16 h. Hybridization was performed according to the manufacturer’s instructions (www.3d-gene.com). Hybridization signals were obtained using a 3D-Gene Scanner (Toray Industries) and processed using 3D-Gene Extraction software (Toray Industries). The detected signals for each gene were normalized using the global normalization method (the median of the detected signal intensity was adjusted to 25). 

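The deposited table of normalized values was set against the scanned intensities of the same arrays. With the trimmed blank mean as zero, the sets of detected probes were the same in both on every array, with 0 probes that differed. The blank rule was itself inferred by matching this table, so that this is no independent check. Of 19710 detected probes on the CTLA-4-Ig array, 19709 had values within 0.06 of the table, and the remaining one was a probe spotted more than once. The median of the deposited values was 25.0 on every array.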

Gene expression data have been archived as Minimum Information About a Microarray Experiment (MIAME) and are publicly available as record GSE200403 in the NCBI’s Gene Expression Omnibus database. For quantitative PCR (qPCR), cDNA was synthesized using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). Quantitative polymerase chain reaction (qPCR) was performed using the PrimeTime Gene Expression Master Mix (Integrated DNA Technologies, Coralville, IA, USA). The relative expression of each gene was determined by an internal control using Hprt for each sample.

### Statistical analyses

Data are expressed as the mean ± standard error (SE). Differences between CTLA-4-Ig and human IgG were evaluated using Student’s *t*-test for clinical scores, lymphoid cell populations, and qPCR. Serum RF-IgG and RF-IgM levels were measured and evaluated using one-way analysis of variance (ANOVA), followed by Dunnett’s test for parametric data and the Kruskal–Wallis test followed by Dunn’s test for nonparametric data (GraphPad Prism 9; GraphPad Software, Inc., La Jolla, CA, USA). Statistical significance was set at *P* < 0.05.

### Ethics approval

All mouse experiments were performed according to the rules and regulations of the Fundamental Guidelines for Proper Conduct of Animal Experiments and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science, and Technology of Japan, and in accordance with ARRIVE guidelines, and approved by the Committee on the Ethics of Animal Experiments of Nagoya City University.

## Supplementary Information

Supplementary Information.

## Data Availability

Gene expression data have been archived as Minimum Information About a Microarray Experiment (MIAME) and are publicly available as records GSE200403 in NCBI’s Gene Expression Omnibus database.

# Supplementary material for: CTLA-4-Ig internalizes CD80 in fibroblast-like synoviocytes from chronic inflammatory arthritis mouse model
**Source:** Sci Rep. 2022 Sep 30;12:16363. doi: 10.1038/s41598-022-20694-7
**Supplement:** Supplementary file 1 — Supplementary Information.

**CTLA-4-Ig internalizes CD80 in fibroblast-like synoviocytes from chronic inflammatory
arthritis mouse model**

Yoko Miura¹⁾, Shyuntaro Isogai²⁾, Shinji Maeda²⁾, and Satoshi Kanazawa¹⁾ *.

Supplementary Information

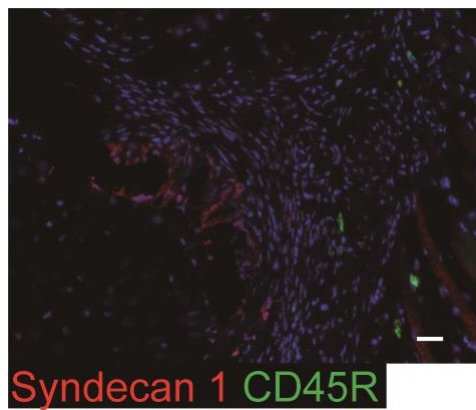

Supplementary Figure 1. Clusters of Syndecan-1⁺ plasma cells in pannus.

Immunohistochemical staining of syndecan-1 (red) and CD45R (green) in hIgG-treated D1BC mice Scale bars indicate 20 μ m.

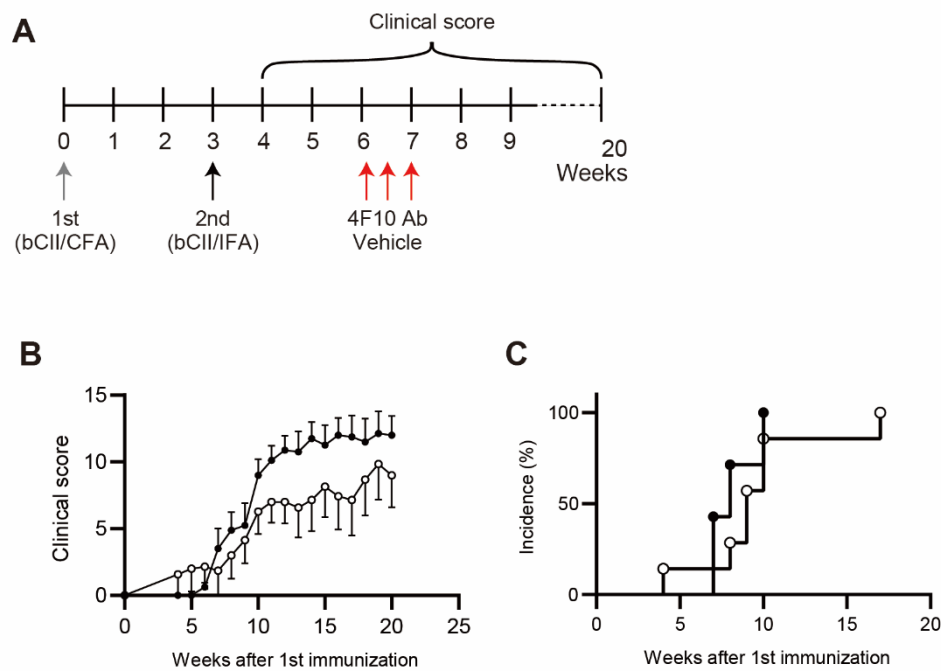

Supplementary Figure 2. Anti-CTLA-4 antibody induced acute and severe inflammatory arthritis in D1BC mice.

(A) Schematic diagram indicating the timeline of D1BC mice induced with bColII, followed by ip injection of anti-CTLA-4 antibody (4F10) or vehicle. (b-c) Clinical score (B) and incidence (C) of inflammatory arthritis treated with 4F10 antibody (closed circles) and vehicle (PBS, open circles) were assessed. Clinical score data are presented as the mean $\pm$ SE of eight mice.

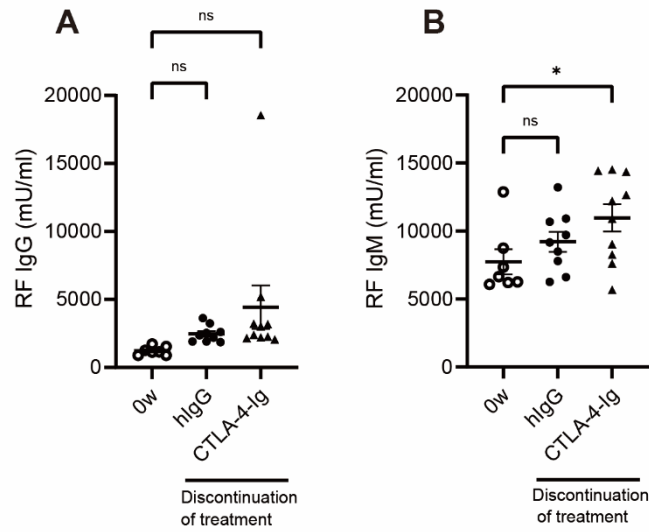

Supplementary Figure 3. Serum RF-IgG levels increased after discontinuation of CTLA-4-Ig treatment.

(A) Serum RF-IgG and (B) IgM levels were measured by ELISA. Sera from CTLA-4-Ig and hlgG-treated D1BC mice were collected three weeks after treatment discontinuation, except for the controls (0 w). Data are presented as the mean $\pm$ SE of eight mice in each group. Asterisks indicate $P < 0.05$, Dunnett's test, compared with 0 w.

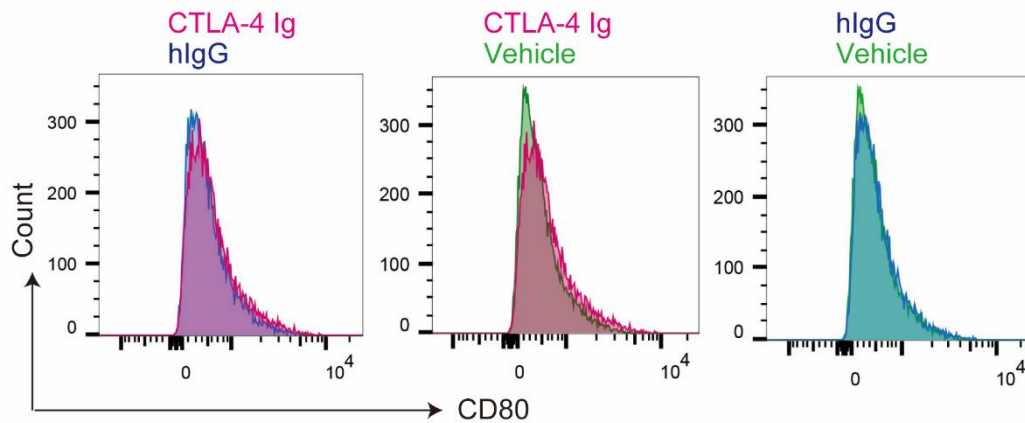

Supplementary Figure 4. CTLA-4-Ig binding does not prevent recognition of CD80 by anti-CD80 antibody in isolated synovial cells.

Synovial cells were isolated from the pannus of D1BC mice with chronic inflammatory arthritis. Cells were treated with CTLA-4-Ig (100 μ g/ml), hIgG (100 μ g/ml), or vehicle for 2 h and then analyzed by flow cytometry using anti-CD80 antibody. Histograms for CD80 represent CTLA-4-Ig (red) and hIgG (blue), CTLA-4-Ig (red) and vehicle (green), or hIgG (blue) and vehicle (green) overwrite data, respectively.

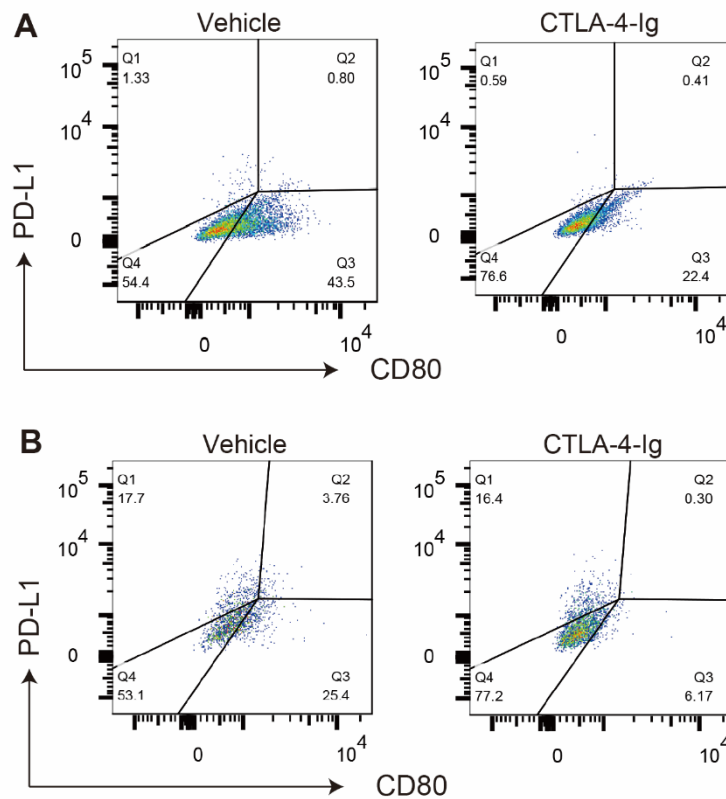

Supplementary Figure 5. CD80 molecules in CD45⁻ FLSs were internalized by CTLA-4-Ig treatment but not in PD-L1.

Internalization of CD80 molecules after CTLA-4-Ig treatment was observed in both CD45⁺ and CD45⁻ cells. Flow cytometric analysis of CD80 and PD-L1 expression in CD45⁻ FLSs (A) and CD45⁺ macrophages (B) in the pannus of D1BC mice. Isolated synovial cells were treated with or without CTLA-4-Ig for 2 h following treatment with dynamin inhibitor and analyzed by flow cytometry using anti-CD45, CD80, and PD-L1 antibodies.

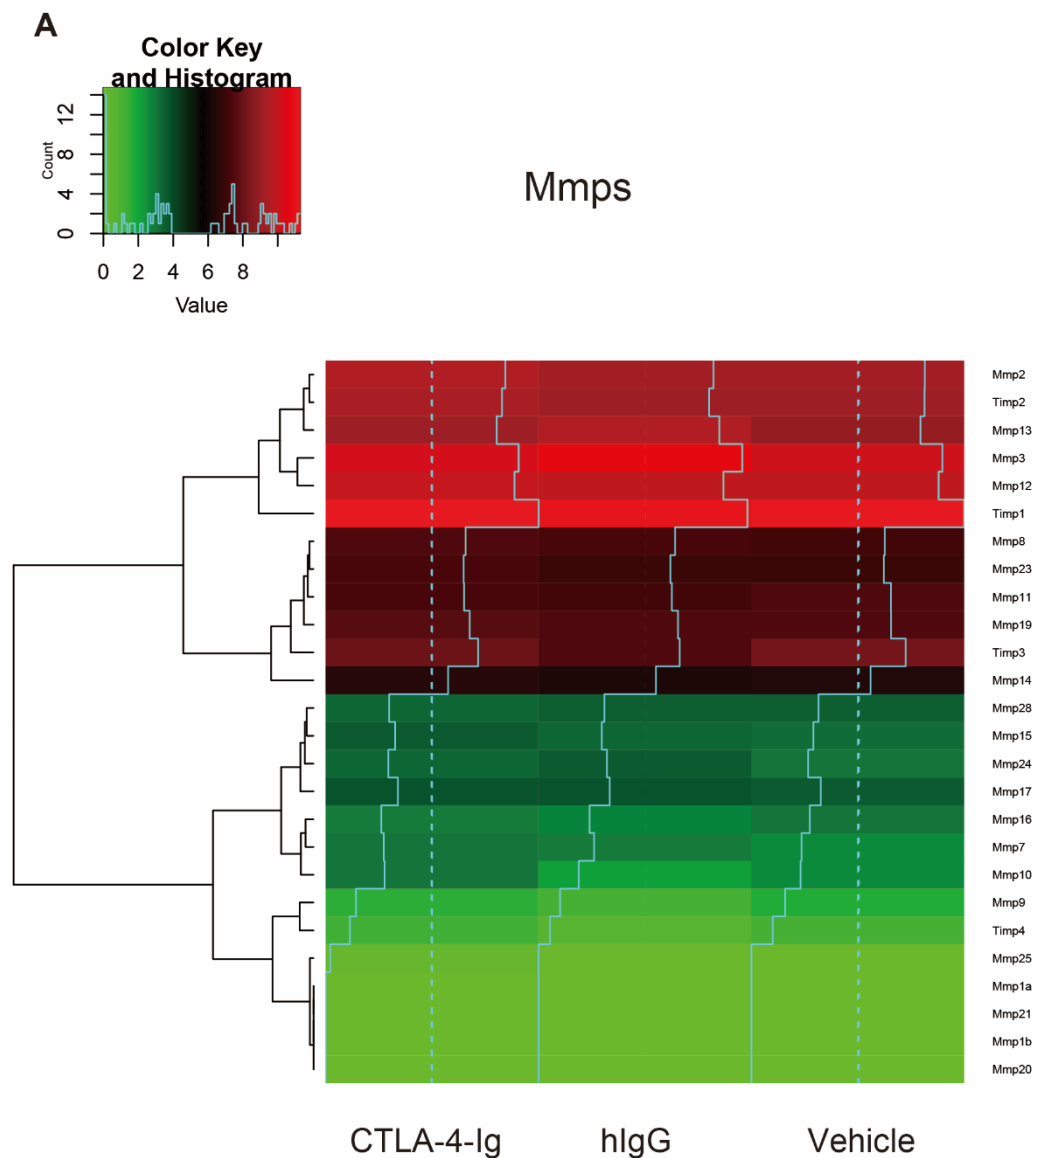

Supplementary figure 6A. No significant mRNA alternation associated with CTLA-4-Ig treatment in synovial cells

Microarray analysis of the isolated synovial cells treated with either CTLA-4 Ig, hIgG, or vehicle. 

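Stromelysin-1 (Mmp3) and collagenase-3 (Mmp13), which cleave matrix proteins, were the lowest of the detected metalloproteases for CTLA-4-Ig over hIgG, and Mmp10 and Timp4 were the highest. The log2 ratio of Mmp3 was -0.58 over hIgG and 0.10 over vehicle, at signals of 1199 on CTLA-4-Ig, 1786 on hIgG and 1116 on vehicle. That of Mmp13 was -0.51 over hIgG and 0.10 over vehicle, so that for both genes the hIgG array stood apart. Mmp10, which also cleaves matrix proteins, had a log2 ratio of 0.99 over hIgG and 0.51 over vehicle, at dim signals of 8.69, 4.37 and 6.10. Timp4, an inhibitor of metalloproteases, had 0.67 and 0.16, with signals of 2.44, 1.53 and 2.19. Mmp8 had 0.19 over hIgG and 0.35 over vehicle, and Mmp12, the macrophage elastase, 0.21 and 0.09. Mmp9, a gelatinase, was dim on every array, with signals of 3.06, 2.22 and 3.44.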

Diagram showing heatmaps of representative metalloproteases mRNAs.

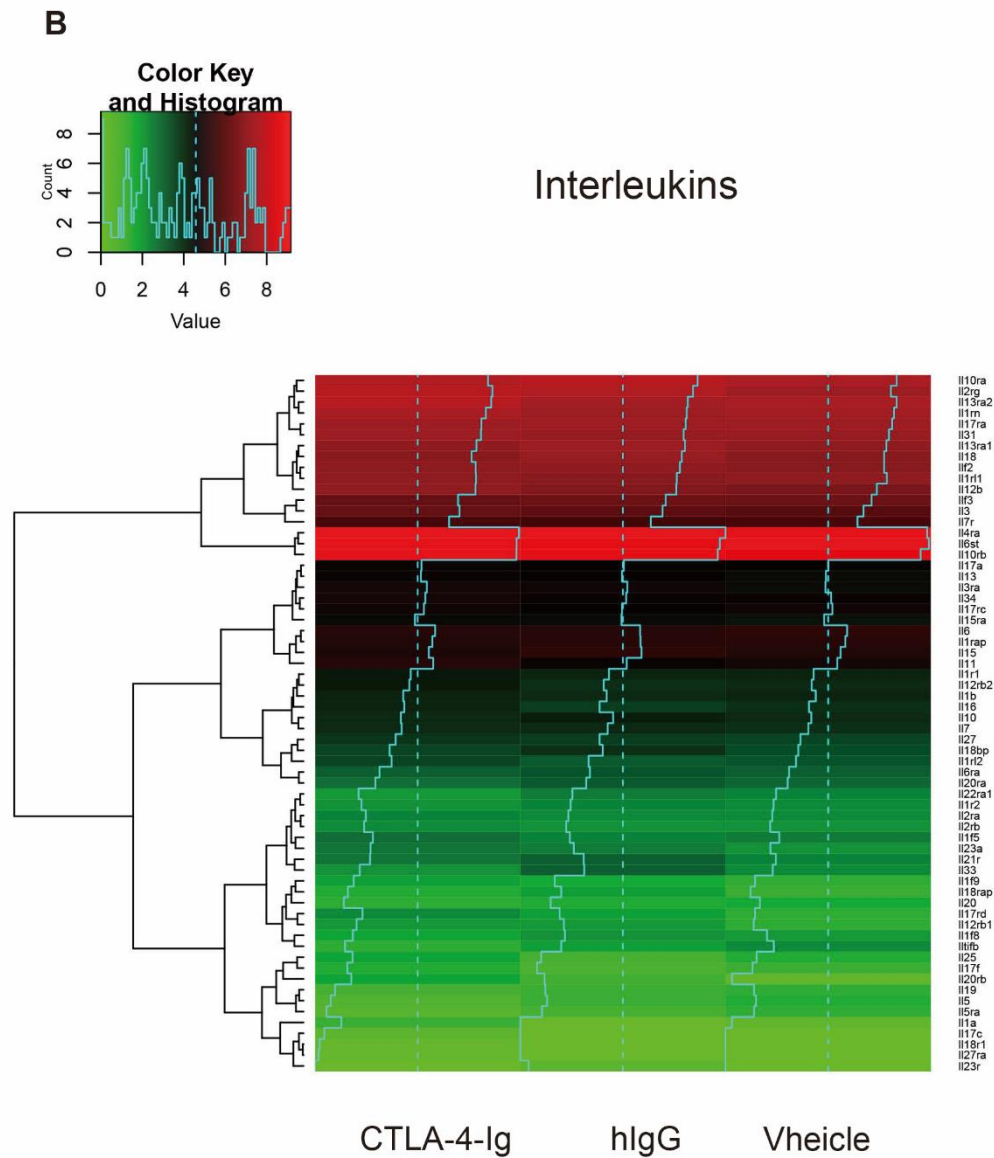

Supplementary figure 6B. No significant mRNA alternation associated with CTLA-4-Ig treatment in synovial cells

Microarray analysis of the isolated synovial cells treated with either CTLA-4 Ig, hIgG, or vehicle. Diagram showing heatmaps of representative interleukins mRNAs.

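Il33, an alarmin, and Il5 were the lowest of the detected interleukin genes for CTLA-4-Ig over hIgG, and Il25 and Il17f were the highest. All 4 were dim. The log2 ratio of Il33 was -0.87 over hIgG and -0.11 over vehicle, at signals of 3.96 on CTLA-4-Ig, 7.23 on hIgG and 4.29 on vehicle. Il5 had log2 ratios of -0.50 and -0.67, Il25 of 0.74 and 0.30 and Il17f of 0.70 and 0.23. Il6, an inflammatory cytokine that the paper also measured by qPCR, had signals of 40.9, 40.6 and 42.7, and log2 ratios of 0.01 over hIgG and -0.06 over vehicle. Il20rb, at dim signals of 3.06, 2.11 and 1.22, was the only member 2-fold apart from vehicle, with a log2 ratio of 1.32, and was named after its value was seen.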

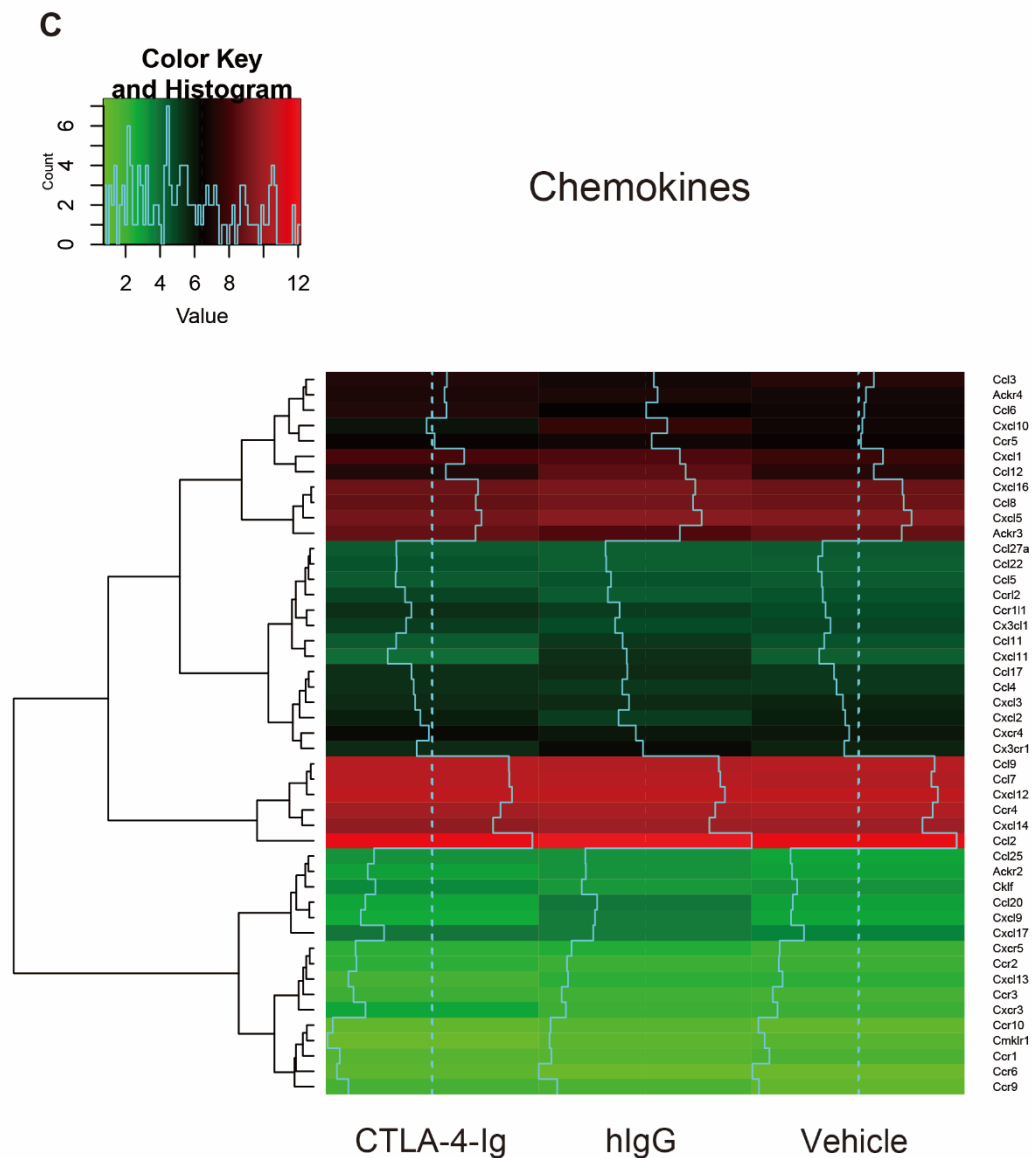

Supplementary figure 6C. No significant mRNA alternation associated with CTLA-4-Ig treatment in synovial cells

Microarray analysis of the isolated synovial cells treated with either CTLA-4 Ig, hIgG, or vehicle. Diagram showing heatmaps of representative chemokines mRNAs.

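The chemokines at least 2-fold lower on CTLA-4-Ig than on hIgG were Cxcl10, Cxcl11 and Cxcl9, ligands of Cxcr3 that interferon induces, Ccl12, which attracts monocytes, and Ccl20. Cxcl10 had signals of 69.7 on CTLA-4-Ig, 196 on hIgG and 101 on vehicle, with log2 ratios of -1.49 over hIgG and -0.54 over vehicle. Ccl12 had signals of 142, 387 and 154, with -1.45 over hIgG and -0.12 over vehicle. Cxcl11 had signals of 16.4, 43.5 and 20.3 and a log2 ratio of -1.41 over hIgG. Cxcl9 and Ccl20 were dimmer, with log2 ratios of -1.15 and -1.03 over hIgG and -0.25 and -0.10 over vehicle. For hIgG over vehicle the log2 ratio was 1.33 for Ccl12, 1.10 for Cxcl11 and 0.95 for Cxcl10, so that these genes were highest on the hIgG array. With a normexp background correction, whose background column follows the spot signal, the ratios of Cxcl10, Ccl12, Cxcl11 and Cxcl9 over hIgG were above 0.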

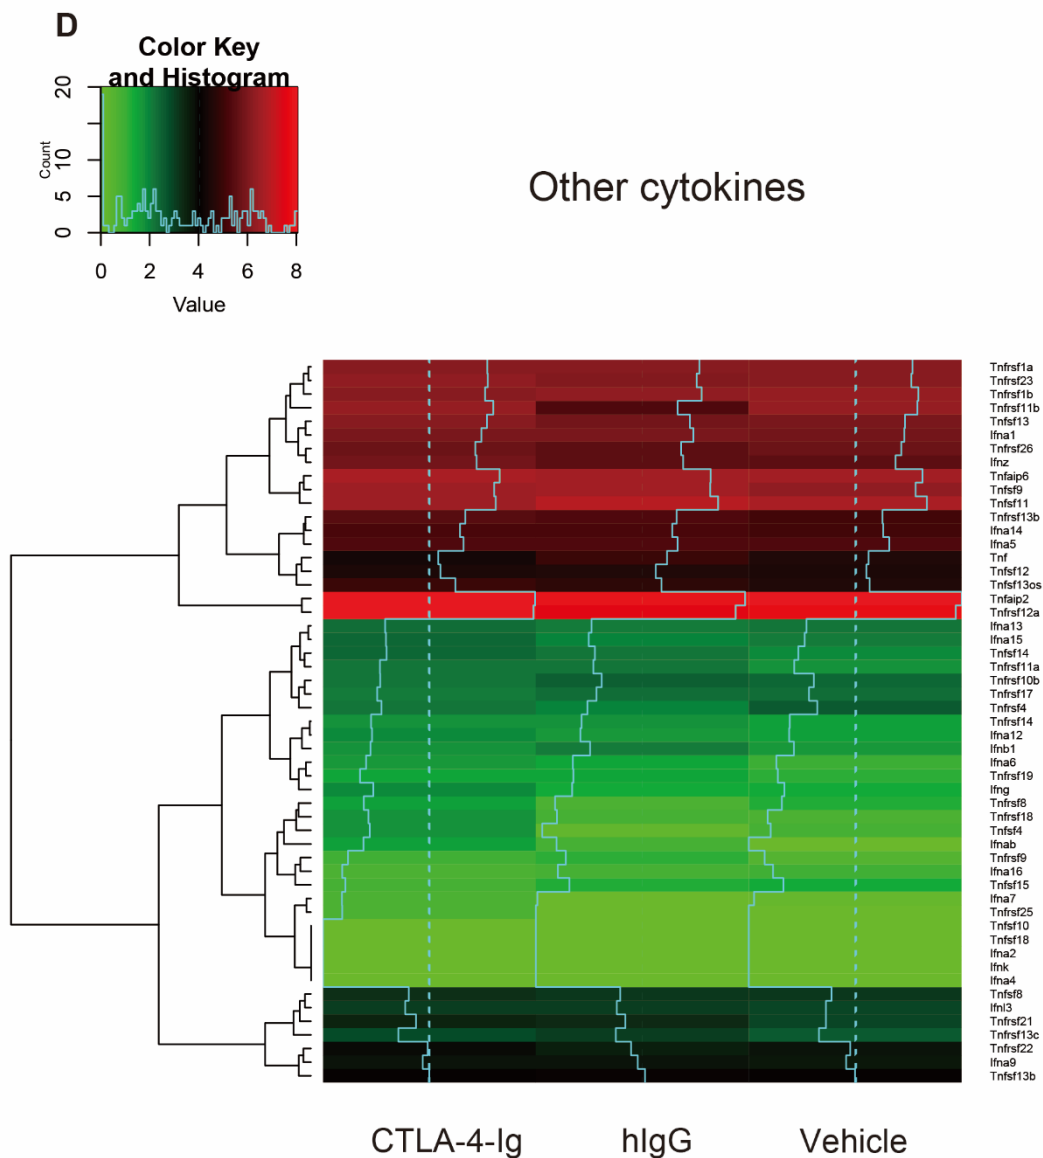

Supplementary figure 6D. No significant mRNA alternation associated with CTLA-4-Ig treatment in synovial cells

Microarray analysis of the isolated synovial cells treated with either CTLA-4-Ig, hIgG, or vehicle. 

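Tnfrsf11b, the decoy receptor osteoprotegerin that binds RANKL, and Tnfsf4, the ligand of OX40, were the members of the TNF superfamily at least 2-fold higher on CTLA-4-Ig than on hIgG. Tnfrsf11b had signals of 86.9 on CTLA-4-Ig, 41.1 on hIgG and 83.5 on vehicle, with log2 ratios of 1.08 over hIgG, 0.06 over vehicle and -1.02 for hIgG over vehicle. Tnfsf4 was dim, at signals of 3.42, 1.18 and 1.78, with log2 ratios of 1.53 over hIgG and 0.94 over vehicle. Tnf had signals of 20.6, 31.1 and 23.1 and log2 ratios of -0.59 over hIgG and -0.17 over vehicle. Ifng was near the lower end of the range, at signals of 3.72, 2.59 and 2.55, and the probe of Ifna2 was not detected on any of the 3 arrays. Named after their values were seen, Tnfrsf18 was the member 2-fold higher than on vehicle, with a log2 ratio of 1.01, and Ltb was 2-fold lower on hIgG than on vehicle, with -1.11, as was Tnfrsf11b. No probe of Tnfrsf18 or Ltb with a mean signal of at least 25 reached 2-fold. With a normexp background correction, whose background column follows the spot signal, the ratio of Tnfrsf11b over hIgG was below 0.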

Diagram showing heatmaps of representative other cytokines mRNAs.

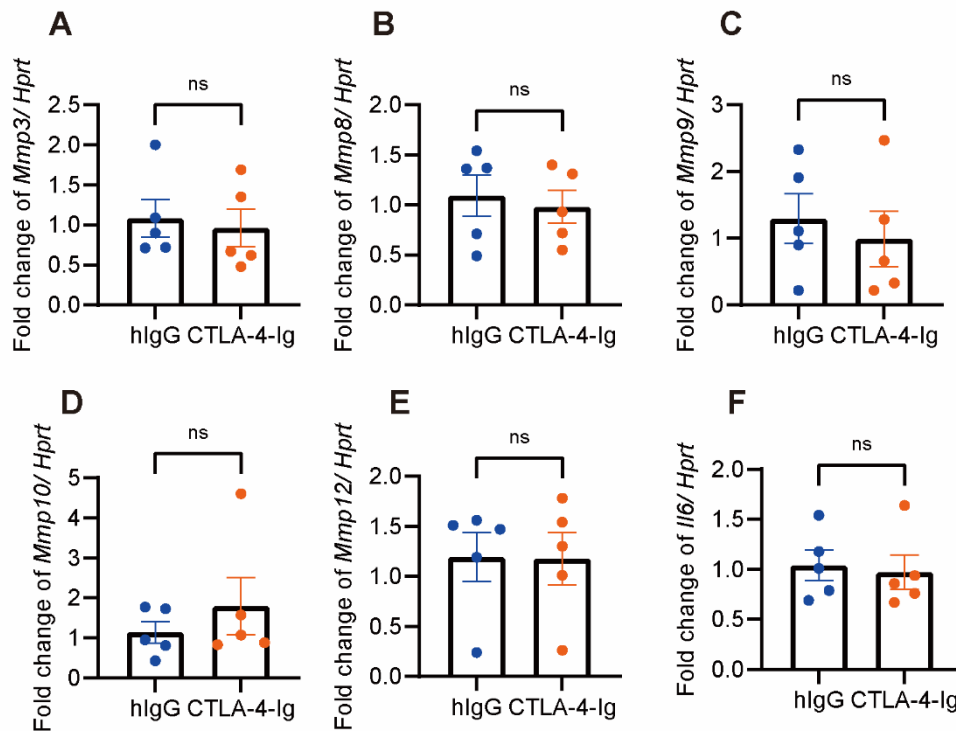

Supplementary figure 7. Significant alterations in various mRNA levels in synovial cells upon CTLA-4-Ig treatment were not observed when analyzed by qPCR. The expression of various genes in synovial cells treated with abatacept or hlgG was analyzed using qPCR. Fold changes in the expression levels of *Mmp3* (A), *Mmp8* (B), *Mmp9* (C), *Mmp10* (D), *Mmp12* (E), *Il6* (F). *Hprt* expression was used as an internal control for qPCR. Data are presented as the mean $\pm$ standard error (SE) of five mice.

How the deposited data were processed for this re-analysis (not part of the article)

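Gene expression was measured in cultured synovial cells of arthritic D1BC mice after 48 h with CTLA-4-Ig, hIgG or vehicle, on 1 array per condition. The authors hybridized Cy5-labelled RNA to mouse oligo arrays, and the scanner software gave the intensity of each spot and a background column. The deposited table of normalized values holds the same intensities after background subtraction and scaling by the authors to a median of 25, on a linear scale. All 3 samples were mapped by the treatment in their labels, which names the paper's conditions, and 0 columns of sample values were left unused.

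From the deposited intensities, the mean of the blank spots was subtracted after dropping 5% of them at each end, detection was set at 2 standard deviations above it, spots with a bad flag were left out (0, 1 and 2 probe spots on the CTLA-4-Ig, hIgG and vehicle arrays), and each array was scaled to a median of 25. The blank rule was inferred by matching the deposited values. Log2 ratios were computed from these signals with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Alternatives were computed with limma 3.58.1 in R 4.3.3. Counts of probes used those detected on all 3 arrays with a mean signal of at least 25 and a log2 ratio of at least 1 either way. Gene lists used members detected on all 3 arrays, and each median was placed among 10000 random lists of the same size drawn from 20 bins of mean signal. With 1 array per condition no test was run and no p-value is given. Positive control spots, 24 of a kind on each array, had a coefficient of variation of 6.30% to 13.5%, which covers the spread within an array only.

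Probes were named through the platform annotation, updated by gene identifier (20556 probes) or accession (9 probes) to the RefSeq genes of GRCm38.p6, and 125 probes kept the platform symbol. The files name no genome build, so no coordinates are given. Runx2 had 0 probes under its name.

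The 42 gene lists, the rule for named genes and the alternatives were written before the data were examined, apart from the heatmaps of Supplementary Fig. 6, which had been seen. The rule named the genes the paper names for these cells, the 12 genes furthest above and the 12 furthest below both controls among those with a mean signal of at least 25, and in each list the members 2-fold apart from hIgG (up to 6 each way) or else the 2 highest and 2 lowest. The text prints the main ones, and outside the rule Il20rb, Tnfrsf18 and Ltb, chosen after their values were seen. The alternatives were quantile normalization, cyclic loess, scaling by the 75th percentile or by the median over jointly detected probes, normexp with an offset of 50 on the spot and background columns, the table of normalized values, other signal minimums and fold thresholds, a floor of 1 for undetected probes, the brightest probe of a gene, and other controls. The use of spots without a probe as zero was chosen after the data were seen. The counting was tested on simulated arrays for CTLA-4-Ig over hIgG, with 50 probes changed at each size among 9668 kept. It called 0% of those changed 1.5-fold, 94% at 2.5-fold, 92% at 3-fold and 88% at 4-fold, and 0 unchanged probes. The simulated noise was normal with the robust spread between the controls, which leaves out extreme probes, so false calls were hardly possible. Between the real controls 3 probes were 2-fold higher on hIgG and 1 was lower, so the simulation does not measure false calls here.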

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

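The tests of the cell types, of the hIgG array alone and of single cultures were chosen after the results were seen, and the test of array scaling before. Among 38 gene lists outside the paper's families, 3 stood in the outer 5% of the random lists, on the same side against both controls, on the CTLA-4-Ig array, where random lists of unrelated genes gave 0.31 with the shared array. The same count was 8 for the hIgG array (0.17 by random lists) and 0 for the vehicle array (0.24 by random lists). Members of a list vary together and some lists share genes, so that whether these counts exceed the variation between cultures was not tested. The median log2 ratio of CTLA-4-Ig over vehicle was -0.14 for interferon-stimulated genes, -0.0125 for NF-kB target genes and 0.23 for immediate early genes, against 0.11 for all genes. Gabbr1 was higher on CTLA-4-Ig than on both controls, with a log2 ratio of 1.23 over vehicle, from a single probe.

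For the interferon-stimulated genes, whose median over hIgG was -0.51, a smaller share of macrophages was weighed first. The 29 macrophage markers outside the interferon and NF-kB lists had a median of -0.0910, above that of the interferon-stimulated genes by 0.41 (standard error 0.10), which argues against macrophage loss as the whole cause. The macrophage markers had a median of 0.08 for CTLA-4-Ig over vehicle (percentile 68.8) and 0.21 for hIgG over vehicle (percentile 100). By their median they too were highest on the hIgG array, and they were not low on CTLA-4-Ig against vehicle. A single factor per array cannot move a list against all genes. Under quantile normalization and cyclic loess, which can, the list stayed below all genes, at -0.56 or lower, although normexp, a choice of background, gave a median of 0.0116. A rise on the hIgG array alone would leave the list in place against vehicle, where it stood -5.84 SD of matched random medians from their centre. These random lists hold no variation between cultures, so that a rise on hIgG alone cannot be told apart from a further difference between CTLA-4-Ig and vehicle. A difference between single cultures unrelated to the treatment cannot be told apart from an effect of CTLA-4-Ig, since there was 1 array per condition.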

How the results depend on the processing

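No paired analysis was possible because each condition has 1 array. List medians are judged relative to the median of all genes, which cyclic loess and quantile normalization move from 0.09 to below 0.01 for CTLA-4-Ig over hIgG. Of the list medians over all alternatives, 416 moved by less than the spread of matched random lists, 79 moved by more and 7 changed side. Of the named gene ratios, 1547 moved by less than the spread between the controls, 294 by more and 9 changed sign. A mean signal of at least 25 left 2 lists without members. Causes were not tested except where named.

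Counts are given as higher and lower for CTLA-4-Ig over hIgG, CTLA-4-Ig over vehicle, hIgG over vehicle and CTLA-4-Ig against both controls. They were 88 and 36, 120 and 33, 34 and 49, 17 and 7 without a filter on dim probes, 68 and 46, 71 and 15, 34 and 35, 8 and 4 at 1.5-fold, and 0 throughout at 3-fold. With a mean signal of at least 100 they were 0 and 2, 0 and 0, 1 and 0, 0 and 0. With normexp they were 194 and 68, 525 and 164, 355 and 150, 162 and 29. The background column follows the spot signal (correlation of the log2 values 0.99 on the CTLA-4-Ig array) and exceeded it for 11.6% of spots there. With normexp the brightest metalloprotease, interleukin, chemokine and other cytokine genes had log2 signals of 6.12, 6.10, 7.41 and 6.28. In the main analysis these were 11.3, 9.15, 12.1 and 8.19. The part of the subtraction in this fall, apart from the offset of 50, was not measured. A ratio near 0 with normexp therefore cannot show that a main difference is absent or reversed. For CTLA-4-Ig over hIgG, 3 were higher with quantile normalization, 2 with cyclic loess and 1 with the median over jointly detected probes, where hIgG over vehicle also gave 1. For CTLA-4-Ig over vehicle 2 were higher with the table of normalized values, with spots without a probe as zero and with a floor of 1, and against both controls 2 with the first of these and 2 with spots without a probe as zero. The counts for hIgG and for vehicle against both other arrays were 7 and 22, 7 and 14 without a filter, 17 and 17, 1 and 1 at 1.5-fold, 0 throughout at 3-fold, 30 and 23, 125 and 293 with normexp, and 1 and 0, 0 and 0 both with a mean signal of at least 100 and with the median over jointly detected probes. A floor of 1 left those for hIgG in place and gave 0 and 1 for vehicle, and hIgG over vehicle then gave 4 higher.

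For the 4 families over hIgG, metalloproteases gave 0.00 (0.0019) with normexp, 0.15 against vehicle and 0.15 against the mean of both controls. Interleukins gave 0.12 with a mean signal of at least 25. Chemokines gave -0.0022 with normexp, -0.0809 with a mean signal of at least 25 and 0.0379 against vehicle. Other cytokines gave 0.12 against vehicle and 0.12 against the mean of both controls. With normexp, medians that changed side of all genes were 0.0116 for interferon-stimulated genes, 0.0216 for complement, -0.0068 for fibroblast markers and 0.0083 for macrophage markers. Against vehicle they were 0.0752 for fibroblast markers and 0.0620 for collagens and matrix, and against the mean of both controls 0.0925 for fibroblast markers. Changes of sign are listed only for genes at least 2-fold apart from hIgG, and smaller ratios, such as that of Mmp3, also changed sign against vehicle. Of the listed genes, ratios that changed sign with normexp were 0.13 for Cxcl10, 0.30 for Ccl12, 0.0218 for Cxcl11, 0.0118 for Cxcl9, -0.0077 for Tnfrsf11b, -0.0074 for Bmp4 and -0.0152 for Ibsp. Against vehicle they were -0.41 for Fgf2 and 0.0521 for Arg1.

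The detection limit was a normalized signal of 0.79 to 0.96.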

Differences from the paper's values

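The paper's normalization to a median of 25 was met by the deposited values. The upper ends of the color keys, read by eye, were about 11 in Supplementary Fig. 6A, about 9.1 in 6B, about 12 in 6C and about 8.0 in 6D, and the brightest genes of these families had log2 signals of 11.3, 9.15, 12.1 and 8.19. With normexp they were lower in every panel, at 6.12, 6.10, 7.41 and 6.28.

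The paper states that the 4 families showed no significant differences. Its qPCR of metalloproteases and Il6 in 5 mice also showed none. Here 5 chemokines were at least 2-fold lower on CTLA-4-Ig than on hIgG, none was 2-fold apart from vehicle, and no significance can be given with 1 array per condition. With normexp the ratios of Cxcl10, Ccl12, Cxcl11 and Cxcl9 over hIgG changed sign. The paper also states that gene expression was not affected, while interferon-stimulated genes had a median log2 ratio of -0.51 over hIgG and -0.14 over vehicle, against 0.09 and 0.11 for all genes. This list shares Cxcl9, Cxcl10 and Cxcl11 with the chemokines. Its median was 0.37 for hIgG over vehicle, so that it was highest on the hIgG array, and 0.0116 over hIgG with normexp.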

Other observations

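Cd80, the molecule that CTLA-4-Ig binds, was measured by 2 probes, with a mean log2 ratio of 0.61 over hIgG, 0.14 over vehicle and -0.47 for hIgG over vehicle. These mice also carry a Cd80 transgene, and whether the probes detect it was not tested. Cd86 had signals of 14.9 on CTLA-4-Ig, 14.3 on hIgG and 11.1 on vehicle, and Cd274, which encodes PD-L1, had 29.8, 25.7 and 28.1. Hprt, the internal control of the paper's qPCR, had signals of 1379, 1640 and 1595. Pdgfra and Pdpn, markers of FLSs, had log2 ratios of 0.08 and 0.07 over hIgG, and Itgam and Ptprc, markers of macrophages and leukocytes, -0.02 and -0.18. Col1a1 had 0.32, Sox9 0.14, Col10a1 0.05 and Jak3 0.14. Zap70 was not detected on the CTLA-4-Ig and hIgG arrays.

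Median log2 ratios over hIgG of the remaining lists are given with their percentile among matched random lists. They were 0.03 (10.9) for colony-stimulating and growth factors, 0.07 (31.2) for co-stimulatory molecules, 0.14 (54.4) for tryptophan breakdown, 0.11 (53.7) for T cell receptor signaling, 0.01 (29.3) for Fc gamma receptors, 0.18 (84.5) for MHC class II, -0.02 (8.14) for MHC class I, -0.07 (0.86) for complement, 0.04 (26.7) for endocytosis and 0.14 (99.9) for the lysosome. Cell markers gave 0.19 (91.0) for osteoclasts, 0.14 (63.4) for T cells, 0.11 (50.4) for B and plasma cells, 0.12 (53.4) for neutrophils, 0.17 (58.0) for mast cells, 0.02 (14.0) for endothelium, 0.16 (71.1) for chondrocytes, 0.05 (27.9) for osteoblasts, 0.12 (70.3) for adipocytes, 0.07 (27.0) for skeletal muscle and -0.12 (2.17) for erythroid cells. Some of these markers lay near the detection limit, such as Cdh5, Pax5 and Ms4a1 at signals of 0.99, 1.03 and 1.14 on CTLA-4-Ig. A list median therefore does not show that a cell type was present. ADAM proteases gave 0.07 (50.9), the cell cycle 0.03 (31.7), cholesterol synthesis 0.04 (35.9), glycolysis and hypoxia -0.02 (2.93), the unfolded protein response 0.05 (51.3), heat shock 0.05 (54.6), Akt and FoxO targets 0.18 (96.6), prostaglandin synthesis 0.15 (88.6), housekeeping genes 0.00 (28.7) and ribosomal proteins 0.07 (82.7). The outer percentiles were not met against vehicle, where all of these lists stood between percentile 4.68 (cell cycle, -0.01) and 95.3 (MHC class I, 0.16). Over vehicle complement had 0.04 (24.2), the lysosome 0.12 (94.4), erythroid cells 0.07 (28.7), glycolysis and hypoxia 0.04 (21.8) and Akt and FoxO targets 0.09 (44.3), and for hIgG over vehicle they had 0.23 (100), 0.04 (61.7), 0.12 (81.6), 0.13 (99.8) and -0.06 (4.19). Also furthest out for hIgG over vehicle were MHC class I at 0.21 (100), co-stimulatory molecules at 0.16 (99.4), skeletal muscle at 0.22 (99.2), prostaglandin synthesis at 0.15 (98.9), neutrophils at 0.19 (98.7) and osteoblasts at -0.14 (0.65), followed by osteoclasts at 0.14 and colony-stimulating and growth factors at 0.10.

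More dim probes were 2-fold higher than lower on CTLA-4-Ig against vehicle, 119 against 33 among those with a mean signal under 25, a ratio of 3.61. The test of unspecific signal was chosen before its result was seen, and the test of scaling after. The test of scaling printed here replaced a first one after its result, which went with scaling, was seen. That first test used a factor that by itself balances the counts. Spots without a probe lay 1.26 intensity units above the blank spots on the CTLA-4-Ig array, 0.86 on hIgG and 0.87 on vehicle, and with these spots as zero the ratio was 0.77 (195 against 254). This met the bound of 1.5 set beforehand, but the number higher rose from 119 to 195. The ratio fell because the number lower grew more, so this test cannot tell whether unspecific signal made the excess. A wrong scaling factor would move dim and bright probes alike. The median log2 ratio was 0.16 for the dim probes and 0.07 for the bright ones, and with the bright median taken off, the dim ratio was 1.68 (79 against 47, standard error of the log ratio 0.18). This exceeds the bound of 1.5 set for this test by less than 2 standard errors, so that scaling over unequal sets of detected probes stays open. Whether a higher unspecific signal on the CTLA-4-Ig array accounts for the excess stays open too, and no biological explanation was tested.

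Collagen, matrix and contractile genes were lower on hIgG than on vehicle, with a median log2 ratio of -0.20 over 42 genes. The test of a smaller share of fibroblasts was chosen after the list medians were seen. The 21 fibroblast markers outside these lists had a median of -0.10, above that of the pattern by 0.10. The standard error was 0.05, by bootstrap over genes, which takes genes as independent and holds no variation between cultures. The difference was just short of 2 standard errors, so that a smaller share of fibroblasts in the hIgG culture stays a possible explanation. A difference between single cultures unrelated to the treatment cannot be told apart from an effect of hIgG with 1 array per condition.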
